# Epidermal cell fusion promotes the transition from an embryonic to a larval transcriptome in *C. elegans*

**DOI:** 10.1242/dev.205089

**Published:** 2025-12-22

**Authors:** Owen H. Funk, Daniel L. Levy, David S. Fay

**Keywords:** Cell fusion, EFF-1, *C. elegans*, Epidermis, Syncytia, Transcription

## Abstract

Cell fusion is a fundamental process in the development of many multicellular organisms, but its precise role in gene regulation and differentiation remains largely unknown. The *Caenorhabditis elegans* epidermis, which comprises multiple syncytial cells in the adult, represents a powerful model for studying cell fusion in the context of animal development. The largest of these epidermal syncytia, hyp7, integrates 139 individual nuclei through processive cell fusion mediated by the fusogenic protein EFF-1. To explore the role of cell fusion in developmental progression and associated gene expression changes, we conducted transcriptomic analyses of *eff-1* fusion-defective *C. elegans* mutants. Our RNA-seq findings showed widespread transcriptomic changes including the enrichment of epidermal genes and molecular pathways involved in epidermal function during development. Single-molecule fluorescence *in situ* hybridization further validated the observed altered expression of mRNA transcripts. Moreover, bioinformatic analysis suggests that fusion may play a key role in promoting developmental progression within the epidermis. Our results underscore the significance of cell–cell fusion in shaping transcriptional programs during development.

## INTRODUCTION

Multinucleate syncytial cells are observed across a variety of species and biological contexts including in healthy tissues and in disease states such as cancer (Abmayr and Pavlath, 2012; Brooks et al., 2019; Calvert et al., 2016; Larsson et al., 2008; Ogle et al., 2005; Roper et al., 2011). The functional necessity for a syncytium varies among organisms and tissues; multiple nuclei may be required to metabolically support larger cells or to facilitate the rapid production of large amounts of mRNA for developmental processes or in response to extracellular cues (Cardamone et al., 2008; Deshpande et al., 2022; Dowling et al., 2021; Iosilevskii and Podbilewicz, 2021; Orr-Weaver, 2015). Multinucleation can arise through several paths, including cell–cell fusion of mononucleate cells (Aguilar et al., 2013; Alper and Podbilewicz, 2008; Chen et al., 2007; Demin et al., 2022; Ogle et al., 2005). This cellular fusion necessarily merges the cytoplasm of two distinct cells, but how the mixing of cytoplasmic factors changes the regulatory environment of individual nuclei and thus affects the transcriptome within a newly formed syncytium is poorly understood (Kim et al., 2020; Liu et al., 2009; Petrany et al., 2020; Williams et al., 2022).

The *Caenorhabditis elegans* epidermis (or hypodermis) is an excellent model to address questions related to syncytial nuclei function. *C. elegans* has a well-characterized and largely invariant cell lineage in which over a third of somatic nuclei ultimately reside within syncytial cells (Alper and Podbilewicz, 2008; Podbilewicz and White, 1994). The adult worm epidermis comprises multiple syncytial cells, the largest of which is hyp7, which surrounds most of the adult body (Alper and Podbilewicz, 2008). hyp7 forms through progressive rounds of cell fusion, beginning with 23 embryonic fusion events that create the initial larval hyp7 before hatching. This process is completely dependent on cell–cell fusion mediated by the fusogen EFF-1 and is followed by the addition of 116 additional nuclei through EFF-1–mediated fusion events during larval development (Mohler et al., 2002; Podbilewicz et al., 2006; Shemer et al., 2004).

*eff-1* was discovered through genetic screens as the lone factor that is both necessary and sufficient to induce cell fusion in the *C. elegans* epidermis (Mohler et al., 2002; Shemer et al., 2004). Mutations in *eff-1* disrupt embryonic fusion events in the developing epidermal syncytium, leaving the epidermal progenitors unfused and embryonic cell boundaries intact. *eff-1* mutant worms exhibit variable morphological and developmental defects, highlighting the importance of cell fusion for proper body morphogenesis (Brabin et al., 2011; Koneru et al., 2021; Mohler et al., 2002; Podbilewicz et al., 2006).

Here, we explore the role of embryonic cell fusion in gene expression and differentiation in the developing epidermal syncytium through RNA-seq of worms containing reduction-of-function mutations in EFF-1, which block most epidermal fusion events in the embryo. Reduced fusion led to an increase in embryo-associated gene transcripts concurrent with a decreased expression of larval-associated transcripts in genes expressed specifically in the epidermis. These findings suggest a developmental delay in the acquisition of epidermal cell fates and a previously unreported role for cell fusion in activating gene regulatory programs associated with epidermal differentiation, adding to the growing list of functions for cell fusion and syncytialization.

## RESULTS AND DISCUSSION

### EFF-1–mediated cell fusion is essential for normal developmental progression and morphology in *C. elegans*

The discovery of EFF-1 as the primary fusogen governing most epidermal cell fusions in *C. elegans* originated from classical mutagenesis screens (Mohler et al., 2002; Podbilewicz et al., 2006; Shemer et al., 2004). This included two mutations – P183L (*hy21*) and S441L (*oj55*) – with variably penetrant fusion defects and temperature sensitivity. Both mutations appear to be partial reduction-of-function mutations rather than complete knockouts and are expected to contain background mutations as a result of the mutagenesis (Mohler et al., 2002). Additional historical strains exist, including a likely null resulting from a large deletion (*ok1021*); however, this strain is also expected to contain background mutations caused by the mutagen-based deletion process (*C. elegans* Deletion Mutant Consortium, 2012). Moreover, the parental wild-type (WT; N2) strain used to derive all three of these *eff-1* mutants may differ slightly from our lab's N2 strain due to genetic drift. 

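The gene *eff-1* (WBGene00001159) lies on the plus strand of chromosome II of WBcel235, the assembly also named ce11, from 8346684 to 8350563. In the Ensembl annotation of this assembly, the transcripts of isoforms a and b each have 8 exons with coding sequence. Codon 37, where P37Stop is placed, spans 8346802 to 8346804 in exon 1 of both isoforms. The codon of P183, changed in P183L, spans 8347415 to 8347417 in exon 3, and the codon of S441, changed in S441L, spans 8348390 to 8348392 in exon 7.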

To overcome these limitations, we generated strains containing a putative null mutation in *eff-1* using CRISPR to place two stop codons in exon 1, which is present in all *eff-1* isoforms (P37Stop; Fig. 1A). This precise modification provides a clean, fusion-null baseline for comparison with our N2 control, potentially leading to a stronger reduction of function than the historical alleles.

**Fig. 1.**
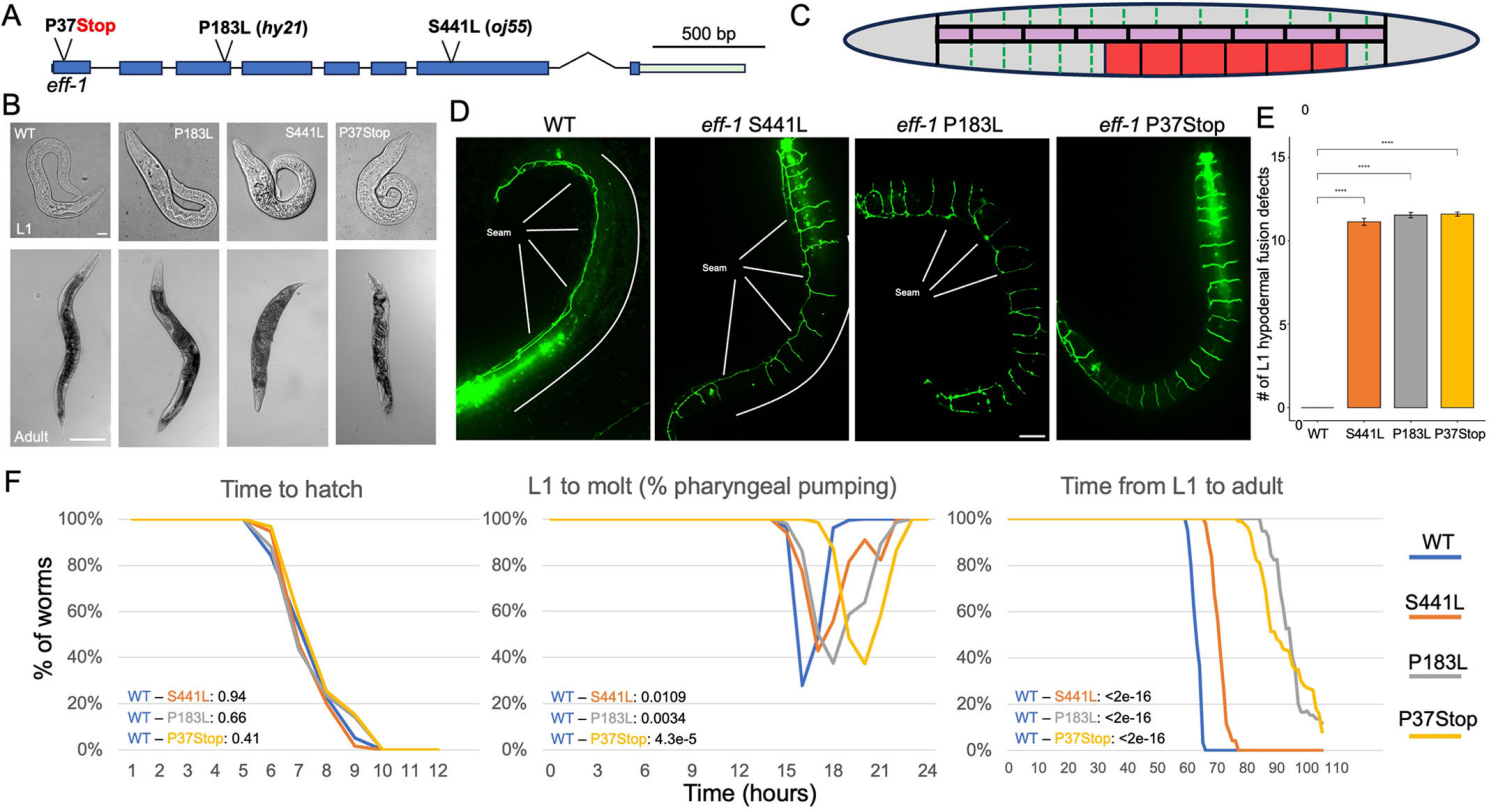
***eff-1* mutant worms display morphological defects and developmental delay.** (A) *eff-1* locus with CRISPR edit P37Stop and mutant alleles P183L (*hy21*) and S441L (*oj55*). (B) Brightfield imaging of L1 and adult N2 and *eff-1* mutants. Scale bars: L1, 10 µm; adult, 100 µm. (C) Schematic of L1 epidermis showing EFF-1–mediated fusion events (dashed green lines), seam cells (pink) and P cells (red). (D) Representative images of AJM-1::GFP fluorescence (apical cell–cell junctions in the epidermis) in N2 (WT) and *eff-1* mutant L1 larvae; lateral seam cells are labeled. Scale bar: 10 µm. (E) The average number of hyp7 fusion defects per genotype present at L1 (*t*-tests). ****P<0.0001 (Mann-Whitney U test., *n*≥40 per condition). (F) Developmental timepoints in N2 and *eff-1* mutants. Time to first molt was measured via cessation of pharyngeal pumping. Time to hatch and adulthood was measured by locomotion and sexual maturity, respectively. n of >40 per condition and timepoint. *P*-values for 1F (shown on the graphs) obtained by pairwise log-rank test between WT and each *eff-1* allele.

Consistent with Mohler et al. (2002), *eff-1*(P37Stop) mutants displayed characteristic morphological defects, including a bulging anterior region, tail spike abnormalities and a dumpy phenotype that persisted into adulthood (Fig. 1B). To visualize fusion defects in *eff-1* mutants, we imaged apical junctions using AJM-1::GFP and confirmed that *eff-1* mutants had an unfused epidermis that persisted into adulthood (Fig. 1C-E). We note that the original characterization of the *eff-1* mutants reported a complete lack of fusion during late embryonic stages but partial fusion during larval development at temperatures below 25°C (Mohler et al., 2002). Unfused cells were still apparent in adult P37Stop and P183L worms, whereas the hyp7 syncytia were mostly fused in S441L adults (Fig. S1). The presence of morphological defects in S441L adults suggests that consequences of early fusion defects may persist even if fusion is largely recovered at later stages.

We next characterized the developmental timing of *eff-1*(P37Stop) and the historical mutants with respect to the lengths of (1) embryonic development (time to hatch), (2) the first larval stage (L1), and (3) the transition from early L1 to reproductive adulthood. Although fusion events in the growing epidermal syncytia are initiated during late embryonic phases, the time to hatch was not affected in *eff-1* mutant strains (Fig. 1F). Conversely, all three *eff-1* mutants exhibited developmental delays in the lengths of L1 and the time to reach adulthood, although the delays in *eff-1*(P183L) and *eff-1*(P37Stop) were more pronounced than in *eff-1*(S441L) (Fig. 1F). Additionally, all three *eff-1* mutants were less synchronous than WT, and we observed a low frequency of larval arrest in the *eff-1*(P183L) and *eff-1*(P37Stop) mutants. Thus, although disruption of cell fusion does not alter the length of embryogenesis, it significantly alters the pace and synchrony of larval development.

### Disruption of cell fusion in embryonic development leads to consistent, widespread transcriptomic changes in *eff-1* mutants

The transition from embryo to larva is accompanied by widespread transcriptional rewiring as the newly hatched L1s begin locomotion and feeding and many tissues and cell types acquire their terminal post-mitotic fate (Boeck et al., 2016; Cao et al., 2017; Murray et al., 2008; Packer et al., 2019). To examine the role of cell fusion in the embryonic-to-larval transition, we performed RNA-seq on WT and *eff-1* mutant L1s, which were synchronized by bleaching gravid adults and allowing released embryos to arrest via starvation-induced L1 diapause. 

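RNA came from whole animals of 5 groups with 3 biological replicates each. In one experiment WT, S441L and P183L were grown in parallel, and in a later one WT and P37Stop were grown. The WT groups of these experiments are called WT batch 1 and WT batch 2 here. Cultures were kept at 22°C, and embryos from bleached adults were left to hatch and arrest without food in M9 buffer for 24 h. The 24 h thus include the time before hatching. The authors filtered the reads with fastp, aligned them with STAR, pseudoaligned them with Salmon to ce11, removed duplicates with picard and counted with htseq. They deposited estimated counts (expected counts) per gene, not scaled for library size, of which 3.7% were not whole numbers and were rounded here. Total counts per library ranged from 35858225 to 47820216, with medians of 42232531 for WT batch 1, 45145326 for S441L, 37788744 for P183L, 45430369 for WT batch 2 and 41287381 for P37Stop. S441L and P183L were compared with WT batch 1, and P37Stop with WT batch 2. In each comparison, genes passing edgeR's filterByExpr with a minimum count of 10 were normalized by the TMM method. DEGs were called at an adjusted p below 0.05 and a log2 fold change above 0.5 or below -0.5, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. P37Stop was not grown beside the other mutants, so differences between its effect and theirs hold any difference between the experiments that the WT groups do not remove. The *eff-1* transcript itself was at 18.3 ± 1.45 CPM (TMM-normalized; SD, n = 3) in P37Stop and 27.3 ± 3 CPM (SD, n = 3) in WT batch 2, a log2 fold change of -0.52 (standard error 0.12, adjusted p = 0.0104 from edgeR's quasi-likelihood test). With total counts alone as the scaling, the log2 fold change of eff-1 in P37Stop was -0.31 (adjusted p = 0.113). In S441L the *eff-1* log2 fold change was 0.20 (adjusted p = 0.0159) and in P183L 0.15 (adjusted p = 0.0669), both from edgeR's quasi-likelihood test.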

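Of 15780 genes tested in P37Stop, 2000 were upregulated and 931 downregulated relative to WT batch 2, so that 68.2% of the DEGs were higher in the mutant. The median log2 fold change was 1.48 among upregulated and -0.70 among downregulated DEGs, and the lowest adjusted p of edgeR's quasi-likelihood test was 7.31e-07. The biological coefficient of variation of this comparison was 0.214. All 3 P37Stop libraries lay on one side of all 3 WT libraries for 97.7% of the DEGs, which were themselves selected for a difference between these groups. Scaling by total counts in place of TMM raised the median log2 fold change of all genes from 0.02 to 0.24 and gave 3155 upregulated and 362 downregulated DEGs, 89.7% of them higher. With WT batch 1 as the control, the counts were 3557 upregulated and 2300 downregulated, and these held 1325 of the upregulated and 370 of the downregulated DEGs found with WT batch 2. Among DEGs with at least 10 CPM in the higher group and no overlap between groups, the largest decreases were in *clec-1* (WBGene00017772), *F42A8.1* (WBGene00009626) and *oat-1* (WBGene00003837). The log2 fold change of *clec-1*, on chromosome V from 5700154 to 5701080, was -2.45 (standard error 0.12, adjusted p = 1.41e-06 from edgeR's quasi-likelihood test), from 472 ± 45 to 82.7 ± 10.1 CPM (SD, n = 3). The largest increases by the same rule were in *C01B4.8* (WBGene00021220) and *clec-15* (WBGene00010399), with means of 816 and 717 counts per library in P37Stop and 0 in WT batch 2, followed by *hsp-16.48* (WBGene00002020), with a log2 fold change of 6.16.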

For *eff-1*(P37Stop), differential expression analysis revealed 2046 upregulated and 912 downregulated differentially expressed genes (DEGs) relative to WT, with a false-discovery rate (FDR) cutoff of <0.05 and log_2_(fold change) cutoff of >0.5 or <–0.5 (Fig. 2A, Table S1). Additionally, we found 3534 upregulated and 2558 downregulated DEGs in *eff-1*(S441L) mutants and 6499 upregulated and 6829 downregulated DEGs in *eff-1*(P183L) mutants (Fig. S2A, Table S1). 

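In S441L, 3795 of 15685 genes tested were upregulated and 2475 downregulated, with median log2 fold changes of 1.16 and -0.87. In P183L, 6389 of 15884 genes were upregulated and 6379 downregulated, together 80.4% of the genes tested, with medians of 1.74 and -2.22. Replicates varied less in this experiment, with biological coefficients of variation of 0.0738 for S441L and 0.0659 for P183L. With total counts as the scaling, the median log2 fold change of all genes became 0.21 in S441L and 0.53 in P183L, where TMM gave 0.03 and 0.02. S441L then had 4862 upregulated and 1603 downregulated DEGs, and the upregulated share rose from 60.5% to 75.2%. P183L had 7904 and 5238, and its upregulated share rose from 50% to 60.1%. By the rule used for P37Stop, the largest increases in S441L were in *rol-6*, *argk-1* (WBGene00009706) and *T08G11.2* (WBGene00044684), and the largest decreases in *col-8* (WBGene00000597), *srw-85* (WBGene00005832) and *R11G1.11* (WBGene00304816). The log2 fold change of *col-8* was -5.07 (adjusted p = 3.68e-11 from edgeR's quasi-likelihood test). In P183L, the largest increases were in *sdz-25* (WBGene00019788), *clec-209* (WBGene00018910) and *F56A4.3* (WBGene00018911), with means of 2100, 710 and 465 counts per library and 0 in WT batch 1. The largest decreases in P183L were in *C49F5.7* (WBGene00008211), *col-80* (WBGene00000656) and *C09B9.1* (WBGene00015626).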

The larger number of DEGs observed in the classically isolated mutant strains is not entirely unexpected, as these strains were generated by random mutagenesis and from parental strains that may differ somewhat from our N2 strain. As such, some of the transcriptomic changes in these strains are likely attributable to background variations.

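The same test called 5064 of 15408 genes between the 2 WT groups, 2864 higher and 2200 lower in WT batch 2, all grown as WT but in different experiments. The genes carried by the strains' transgenes also differed between groups. The jcIs1 array, which the paper lists for both the S441L and the P183L strain, holds *ajm-1::GFP*, *unc-29(+)* and *rol-6(su1006)*. Transcripts of *rol-6* (WBGene00004397; chromosome II, 8733050 to 8734239) were at 432 ± 16.4 CPM (SD, n = 3) in S441L, 1.68 ± 0.356 CPM in P183L and 0.513 ± 0.1 CPM in WT batch 1. For S441L the log2 fold change was 9.73 (standard error 0.086, adjusted p = 9.92e-16 from edgeR's quasi-likelihood test). Transcripts of *unc-29* (WBGene00006765) were at 20.3 ± 1.8 CPM in P183L and 12.9 ± 0.35 CPM in WT batch 1, and higher in S441L with a log2 fold change of 3.83 (standard error 0.048). Those of *ajm-1* (WBGene00000100) were at 4170 ± 43.5 CPM in S441L, 1040 ± 19.2 CPM in P183L and 738 ± 17.2 CPM in WT batch 1. P37Stop was made in animals carrying kuIs46, which holds *ajm-1::GFP* and *unc-119(+)*. Transcripts of *unc-119* (WBGene00006843; chromosome III, 10902641 to 10908935) were at 1050 ± 66.2 CPM in P37Stop, 856 ± 50.6 CPM in WT batch 2 and 27.6 ± 0.591 CPM in WT batch 1. Between the WT groups the log2 fold change was 5.01 for *unc-119* (standard error 0.078, adjusted p = 4.67e-12) and 1.59 for *ajm-1* (standard error 0.067, adjusted p = 5.96e-09), both from edgeR's quasi-likelihood test. The DEGs were spread unevenly over the chromosomes in 10 of 18 Fisher's exact tests with Benjamini-Hochberg adjustment. In S441L, 46.9% of the genes tested on chromosome V were DEGs and 38.1% elsewhere (adjusted p = 1.29e-18). Within 1 Mb of *eff-1*, the odds ratio of being a DEG, relative to the rest of the genome, was 0.91 in S441L (p = 0.363) and 0.973 in P183L (p = 0.803), from 2-sided Fisher's exact tests.

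**Figure D1:**
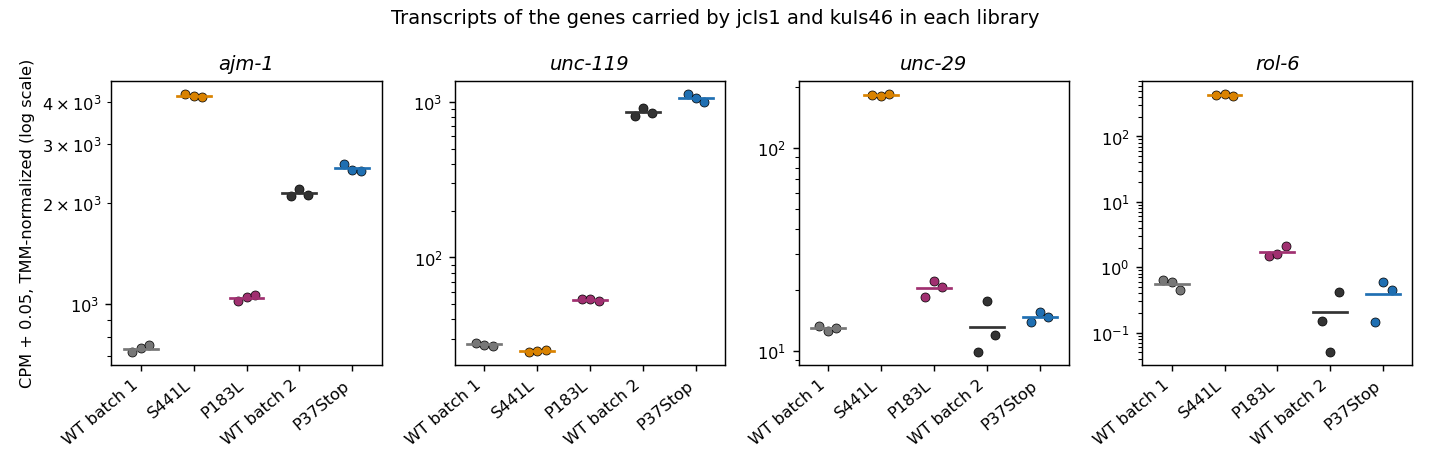
TMM-normalized CPM plus 0.05, on log axes, of *ajm-1*, *unc-119*, *unc-29* and *rol-6* in each library (points, 3 per group) with the group means (lines). The points for *unc-119* in WT batch 2 and P37Stop lie far above those of WT batch 1, and those for *rol-6* lie far above every other group in S441L.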

**Fig. 2.**
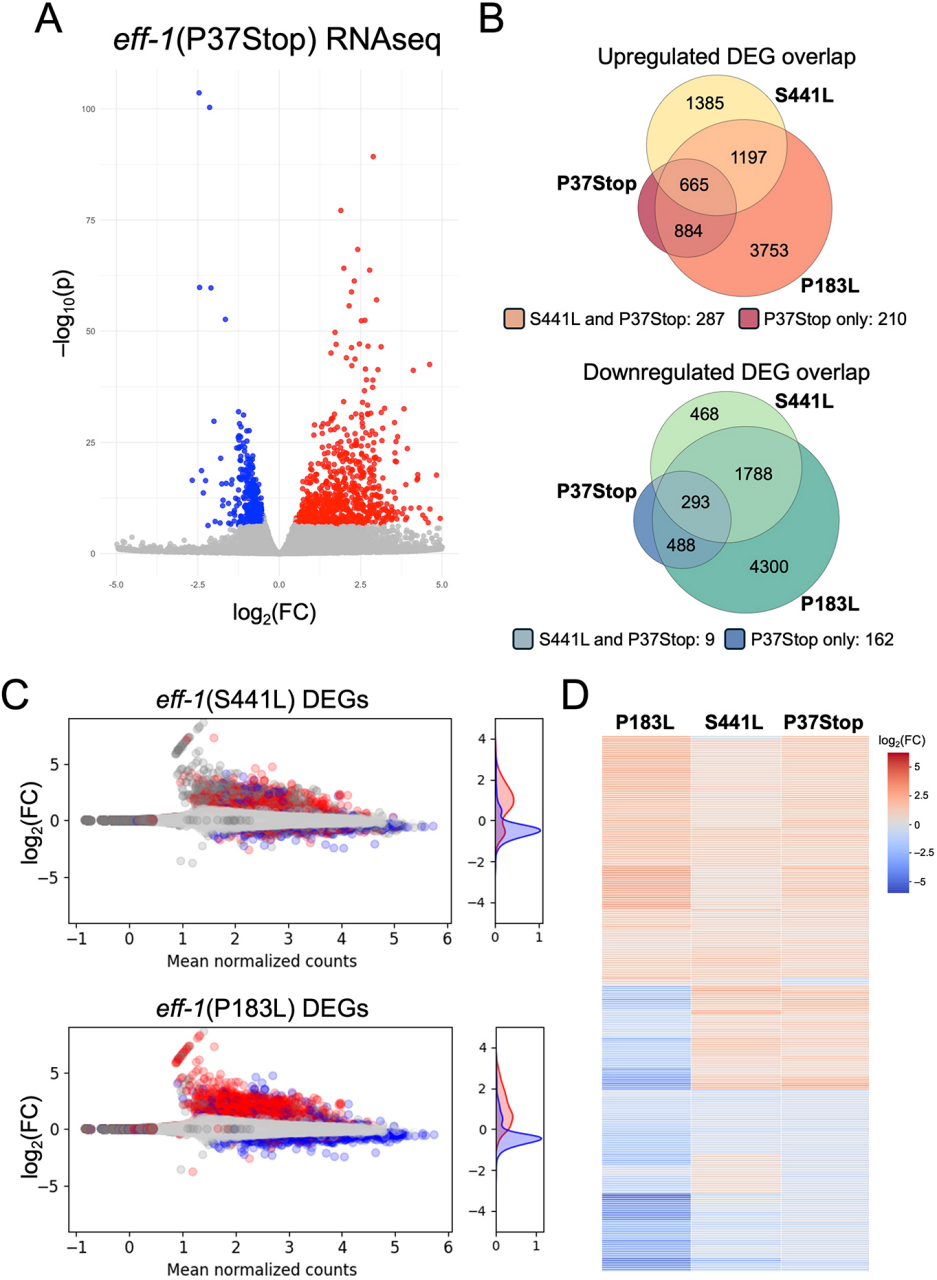
**RNA-seq of multiple *eff-1* mutants indicates common transcriptome response to fusion disruption.** (A) Volcano plot of top DEGs (downregulated, blue; upregulated, red) for *eff-1*(P37Stop)*.* (B) Overlap of significant DEGs [adjusted *P*-value<0.05, log_2_(FC)<−0.5 or>0.5] from P37Stop, S441L and P183L. (C) MA (minus average; Bland-Altman) plot of *eff-1*(P37Stop) mutant DEGs (relative to WT) with upregulated (red) and downregulated (blue) DEGs from S441L and P183L overlayed with corresponding genes. Right-side graphs: density of colored (shared DEGs) points. (D) Heatmap of top 200 DEGs shared between the *eff-1* mutants. FC, fold change.

Despite these potential background differences, we observed a strong overlap between *eff-1*(P37Stop), *eff-1*(S441L), and *eff-1*(P183L), with 958 shared DEGs that were differentially regulated in the same direction (293 downregulated and 665 upregulated) (Fig. 2B,C). 

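Over the 14835 genes tested in all 3 comparisons, 677 were upregulated DEGs and 297 downregulated DEGs in every mutant, 974 in total. For 652 of the upregulated and 296 of the downregulated genes, the mutant and WT libraries did not overlap in any of the comparisons. Among the other scalings, filters and controls, total counts as the scaling moved the overlap most, to 1170 upregulated and 98 downregulated genes. With each mutant compared with the WT of the other experiment, 766 upregulated and 352 downregulated DEGs were shared. With the WT of both experiments together the counts were 429 and 361. Ranked by the smallest change in any mutant, the shared downregulated genes were led by *clec-1*, *F42A8.1*, *R13D7.2* (WBGene00020054), *chil-18* (WBGene00011161) and *F45D3.3* (WBGene00009723), and the shared upregulated genes by *R04D3.3* (WBGene00011011), *puf-11* (WBGene00022257), *wrt-4* (WBGene00006950), *F44E5.4* (WBGene00009691) and *puf-3* (WBGene00004239). The log2 fold changes of *F42A8.1*, on chromosome II from 9341397 to 9346590, were -2.44 in P37Stop, -2.55 in S441L and -7.26 in P183L, with adjusted p of 1.21e-05, 2.68e-12 and 1.75e-15 from edgeR's quasi-likelihood test. Those of *puf-3*, on chromosome IV from 13510307 to 13512162, were 2.06, 2.67 and 4.91, with adjusted p of 0.00336, 5.07e-07 and 1.61e-11 from the same test. The increases of *F44E5.4*, *puf-3* and *wrt-4* in P37Stop rest on means of 1.64, 3.3 and 3.67 CPM. The decrease of *R13D7.2* rests on means of 19.7 counts per library in WT batch 1, 3 in S441L and 1.7 in P183L. The increases of *R04D3.3* and *puf-11* in P37Stop rest on means of 1.23 and 3.52 CPM. With 1 library left out, their log2 fold changes stayed at or above 2.13 and 1.54, but their adjusted p depended on the library. Leaving 1 library out gave an adjusted p of up to 0.239 for the log2 fold change of R04D3.3 in P37Stop and 0.187 for the log2 fold change of puf-11 in P37Stop. Against WT batch 1, *F44E5.4* fell in P37Stop with a log2 fold change of -4.68, and *R13D7.2* rose with 1.13. There *chil-18* had -0.39 (adjusted p = 0.294) and *wrt-4* 1.00 (adjusted p = 0.0629 from edgeR's quasi-likelihood test), so neither was a DEG. The other named shared genes stayed DEGs in the same direction. With DESeq2 and WT batch 2 as the control, *F44E5.4* in P37Stop had an adjusted p of 0.0619.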

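The hypergeometric test asked how many P37Stop DEGs would fall among the 1932 genes upregulated, or the 1958 genes downregulated, in both S441L and P183L. The expected number was 253 upregulated and 121.3 downregulated genes. The p-value was 9.80e-162 for the upregulated and 1.00e-54 for the downregulated overlap. With the WT of the other experiment as control, it was 1.23e-93 for the upregulated and 0.1985 for the downregulated overlap. This control adds the difference between the WT groups to the P37Stop change and subtracts it from the S441L and P183L changes. The swap can thus work against an overlap, and its p-value cannot show that the downregulated overlap is absent. With the WT of both experiments, which gives every mutant the same control libraries, the hypergeometric p-value was 1.41e-200 for the upregulated and 3.22e-122 for the downregulated overlap. With a log2 fold change limit of 1, 323 upregulated and 45 downregulated genes were shared (exact hypergeometric p = 7.01e-103 and 5.66e-22), and with a limit of 1.5 they were 89 and 14. With a limit of 2, 10 upregulated genes were shared (exact hypergeometric p = 0.162) and 5 downregulated genes (p = 4.20e-08). With an adjusted p below 1e-07, 0 genes were shared, because edgeR's quasi-likelihood test called 0 genes in P37Stop at that limit, against 6106 at an unadjusted p under 0.05. With DESeq2 in place of edgeR, 171 upregulated and 101 downregulated genes were shared at that limit, and 70 and 37 at an adjusted p below 1e-13.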

Hypergeometric analysis confirmed the significance of the overlaps (downregulated overlap *P*-value: 5.0e-53; upregulated overlap *P*-value: 8.6e-164), and the concordance remained robust even when more stringent cutoffs were applied (Fig. S3). Additionally, based on our analysis we would have expected only 253 triple-overlapping genes (189 upregulated and 64 downregulated genes) versus the 958 observed. Furthermore, log_2_-transformed fold-change data for the top DEGs from all three mutant strains also showed high concordance, with top genes shifting in the same direction regardless of the *eff-1* mutation (Fig. 2D). 

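With the numbers of DEGs found here among the same background genes, 1943, 3485 and 5587 upregulated and 919, 2401 and 6262 downregulated in P37Stop, S441L and P183L, independent lists would share 171.9 upregulated and 62.8 downregulated genes, 234.7 in total. S441L and P183L were compared with the same WT libraries, which makes their lists dependent. In 10 simulated data sets with unchanged S441L and P183L groups and shared controls, the log2 fold changes of the pair had a mean correlation across genes of 0.501, while at most 1 gene was called upregulated and 3 were called downregulated in both.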

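Of the 1462 genes that were DEGs in all 3 mutants in any direction, 974 (66.6%) changed in the same direction in every mutant, where chance gives 25%, or 33.3% with the 66.7% of same signs that unchanged groups sharing a control had in simulations of S441L and P183L. Among the 200 of these genes with the strongest evidence in their weakest mutant (smallest largest adjusted p), 133 (66.5%) changed in the same direction. Within these 200, 179 had the same direction in P37Stop and S441L, 152 in P37Stop and P183L, and 135 in S441L and P183L.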

Euclidian distances between samples also confirmed transcriptome-wide similarities between *eff-1* point mutations and P37Stop as compared with WT (Fig. S2B). 

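Distances were computed on log2-CPM values with a prior count of 2 over 17180 genes. Between libraries of one group, the mean Euclidean distance was 75.1 ± 2.72 (SD over the pairs) in WT batch 1, 65.3 ± 1.5 in S441L, 61.2 ± 2.31 in P183L, 106 ± 4.4 in WT batch 2 and 110 ± 6.53 in P37Stop. P37Stop libraries were 147 ± 8.32 from WT batch 2, 150 ± 2.35 from WT batch 1, 145 ± 3.73 from S441L and 297 ± 4.33 from P183L. The distances of P37Stop to S441L and to either WT group therefore differed by less than the spread between pairs of P37Stop and WT batch 2 libraries on this scale. The WT groups were 152 ± 6.71 apart, and S441L was 172 ± 5.55 from WT batch 2. After DESeq2's rlog transformation, P37Stop was 77.4 ± 3.85 from WT batch 2, 81.9 ± 1.85 from S441L and 84.8 ± 1.41 from WT batch 1. On that scale the WT groups were 83.3 ± 3.18 apart, and S441L was 96.9 ± 2.13 from WT batch 2.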

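P183L libraries were 319 ± 0.5 from WT batch 1 and S441L libraries 134 ± 1.15, a ratio of 2.39. P183L was 346 ± 5.78 from WT batch 2 and 295 ± 0.571 from S441L. Among the Euclidean distances, the ratio moved most over genes with at least 10 counts in every library, to 2.71. With 1 minus the Spearman correlation it was 6.30. That measure scales as a squared distance, so 6.30 is not on the scale of 2.39. The 100 most abundant genes took 15.4 to 15.7% of the counts in P183L libraries and 26.1 to 29.2% in WT libraries. In P183L, 75 of 77 ribosomal protein genes tested were downregulated DEGs, with a median log2 fold change of -2.30, and 23 of 24 maternal and oocyte transcripts tested were upregulated DEGs, with a median of 3.53.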

Notably, the P183L transcriptome appears to be particularly divergent, which may be due to a higher burden of background mutations, highlighting the utility of a clean engineered knockout.

Thus these data indicate a shared core transcriptomic response to the absence of epidermal cell fusion in L1 larvae, conserved across *eff-1* alleles and genetic backgrounds. The overlap in both the identity of DEGs and the directionality of their fold changes across all *eff-1* mutants suggests a conserved transcriptional signature linked directly to the disruption of epidermal syncytialization. This highlights a fundamental set of gene expression changes that is consistently triggered by the failure of cells to fuse in the developing epidermis. 

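Across the genes tested in each pair of comparisons, the log2 fold changes of P37Stop had a Pearson correlation of 0.30 with those of S441L and 0.466 with those of P183L, and S441L and P183L had 0.417. These are correlations across genes, which are not independent replicates. S441L and P183L share WT batch 1, and simulated unchanged groups sharing a control had a mean correlation of 0.501. With the WT batch 1 libraries split so that the comparisons shared none, the correlation of S441L and P183L was 0.364 to 0.378. The change from WT batch 1 to WT batch 2 had a correlation of -0.459 with the P37Stop change, of 0.276 with the S441L change and of 0.0338 with the P183L change. With the shared WT libraries split in the same way, these were -0.402 to -0.253, 0.271 to 0.291 and 0.019 to 0.0286. Of the 1956 upregulated P37Stop DEGs tested in S441L, 971 were upregulated and 112 downregulated DEGs there, and of the 1976 tested in P183L, 1508 were upregulated and 321 downregulated. Of the 923 downregulated P37Stop DEGs tested in S441L, 308 were downregulated and 214 upregulated DEGs there, and of the 919 tested in P183L, 751 were downregulated and 69 upregulated. Of the 1921 upregulated P37Stop DEGs tested between the WT groups, 678 were lower and 111 higher in WT batch 2. From the shared identity and direction of the DEGs, the paper proposes a transcriptional signature tied to the loss of epidermal fusion.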

Determining whether the affected gene sets are delayed in their onset or are permanently disrupted will require additional transcriptomic experiments along with careful staging to assess how fusion defects impact later larval development.

### Disruption of *eff-1*–mediated fusion alters epidermal cell expression

The hyp7 syncytium has many functions including the production of a new cuticle at each molting cycle, which occurs via the synthesis and secretion of apical extracellular matrix (aECM) proteins that include many collagens (Chisholm and Hsiao, 2012; Hendriks et al., 2014; Johnstone, 2000; Meeuse et al., 2020; Page and Johnstone, 2007). 

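The annotation terms used by the paper were not used here. Instead, 175 cuticle collagen genes were listed by name, without *rol-6*, which is carried by the jcIs1 array. Each Fisher's exact test of the collagens asked only for an excess over the expected number, not for a shortage. In P37Stop, 129 of them were tested. There were 38 among the upregulated DEGs, where 16.3 would be expected from the share of all genes tested, and 20 among the downregulated DEGs, where 7.61 would be expected (adjusted p = 1.33e-06 and 1.76e-04 from Fisher's exact test with Benjamini-Hochberg adjustment over 8 tests). In S441L, 59 collagens were upregulated against 28.8 expected (adjusted p = 1.27e-08) and 26 downregulated against 18.8 expected (adjusted p = 0.062), from the same test. In P183L, 50 were upregulated against 52.7 expected (adjusted p = 0.715) and 63 downregulated against 52.6 expected (adjusted p = 0.062). Among genes that were DEGs in both S441L and P183L, 24 collagens were downregulated against 15.4 expected (adjusted p = 0.0328) and 22 upregulated against 15.5 expected (adjusted p = 0.062), again from Fisher's exact test.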

Consistent with a disruption of these functions, Gene Ontology (GO) analysis revealed a substantial enrichment for epidermal-specific processes, particularly extracellular proteins involved in molting and cuticle formation (e.g. structural constituent of cuticle, collagen-containing ECM) (Fig. 3A)*.* This supports the notion that normal epidermal differentiation and function are disrupted or significantly delayed in *eff-1* mutants. Combined with the tissue enrichment analysis (Fig. 3C), these data suggest that the changes in gene expression observed in fusion-defective worms occur primarily among genes and pathways associated with the epidermis and epidermal functions relative to other cell and tissue types. Indeed, 89.6% of all shared DEGs have detectable expression in L1 epidermis, strengthening the conclusion that the hypodermal lineage is the primary site of transcriptional impact.

**Fig. 3.**
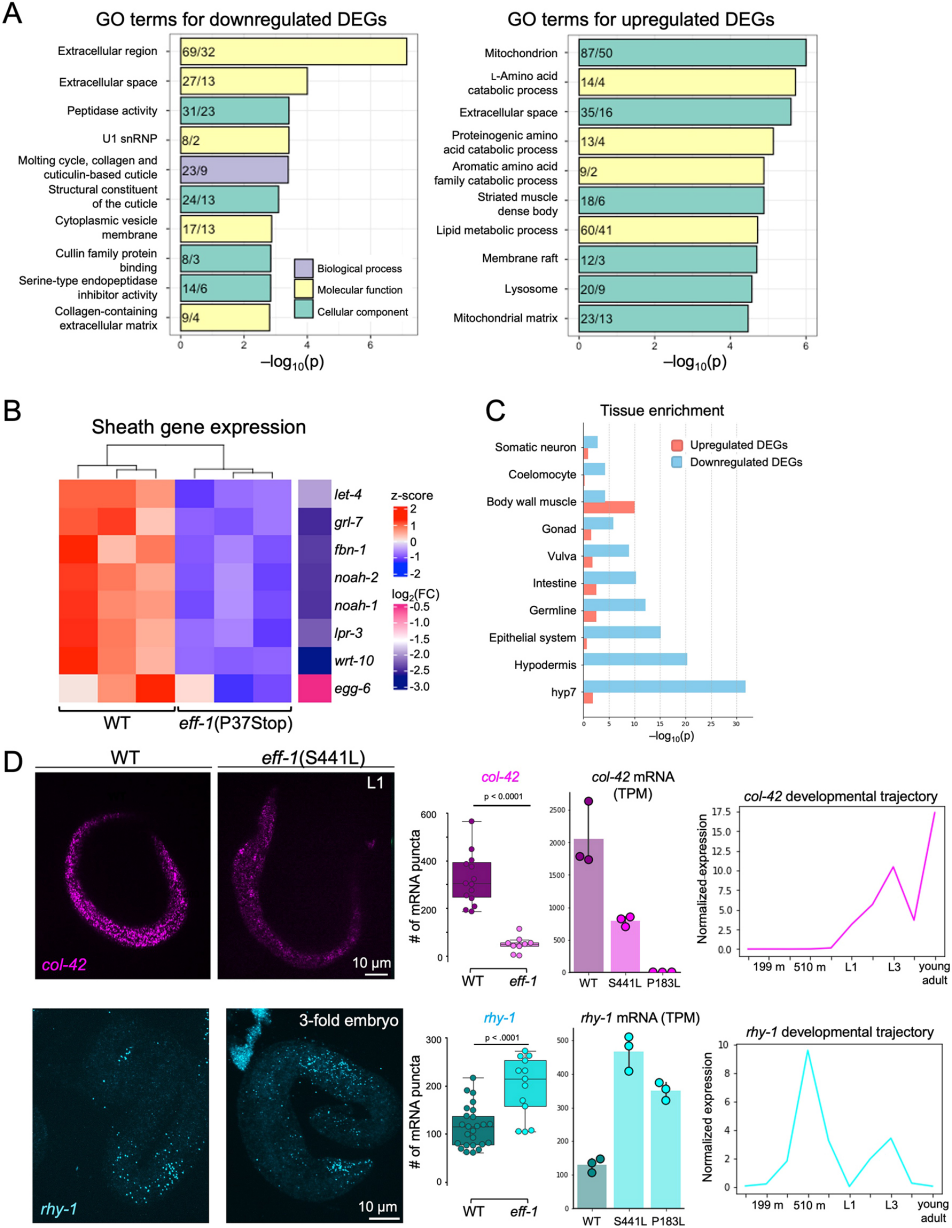
**The null *eff-1* mutation affects diverse functions.** (A) GO term enrichment with DEGs from *eff-1*(P37Stop) RNA-seq. Colors indicate GO term category (see key). Numbers associated with each bar indicate observed/expected genes for each GO term. (B) Heatmap of *z*-score–transformed mean expression and log_2_(FC) values for selected sheath genes in WT and *eff-*1(P37Stop) L1s. (C) Tissue enrichment analysis of DEGs based on gold-standard small-scale enrichment experiments. DEGs were intersected with lists of tissue-specific genes; *P*-values calculated based on hypergeometric significance. (D) Representative images of *col-42* and *rhy-1* smiFISH hybridization in WT and e*ff-1*(S441L) L1s and 3-fold-stage embryos, respectively. mRNAs were quantified based on the number of fluorescent puncta (left graphs). RNA-seq counts (transcripts per million; TPM) for WT and *eff-1* mutants for *col-42* mRNA in L1 larvae and *rhy-1* mRNA in embryos (middle graphs). Developmental trajectory of *col-42* and *rhy-1* expression in WT animals taken from modENCODE expression data (Gerstein et al., 2010). Data are presented as box plots overlaid by the individual data points. The box represents the interquartile range (25th to 75th percentiles), with the center line denoting the median. Whiskers extend to the minimum and maximum values within 1.5 times the interquartile range. Statistical significance was determined using an unpaired two-tailed Student's *t*-test. Error bars (middle graphs) show s.e.m.; ≥9 animals/condition.

In addition to the curated set of GO terms on WormBase, we observed an enrichment in embryonic precuticle- or ‘sheath’-associated genes that accompanied the decrease in L1-specific genes (Fig. 3B). 

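The sheath genes of Fig. 3B are *let-4*, *grl-7*, *fbn-1*, *noah-2*, *noah-1*, *lpr-3*, *wrt-10* and *egg-6*. In P37Stop, 7 of these 8 genes were upregulated DEGs over all genes tested, and all 8 were when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Their median log2 fold change against WT batch 2 was 2.52, and every gene was higher in P37Stop. The largest was in *wrt-10* (WBGene00006956; chromosome II, 7533262 to 7534563), at 33.4 ± 11.7 CPM (SD, n = 3) in P37Stop and 5.27 ± 0.339 CPM in WT batch 2, a log2 fold change of 2.72 (standard error 0.23, adjusted p = 2.79e-05 from edgeR's quasi-likelihood test). The smallest was in *egg-6* (WBGene00010621), at 0.58 (standard error 0.23, adjusted p = 0.0817 from the same test). As a set, the genes had an adjusted p of 4.65e-07 in camera with a preset correlation of 0.01, 0.00217 in fry and 0.132 in camera with an estimated correlation. The median of the 8 genes was 5.31 CPM in WT batch 2 and 14.8 CPM in WT batch 1, and 7 of them were downregulated DEGs in WT batch 2 relative to WT batch 1, with a median of -1.51. Against WT batch 1, the log2 fold changes of P37Stop lay between 0.43 and 1.60, and those of *let-4* (0.48) and *egg-6* (0.43) were not past the threshold, with adjusted p of 0.0516 and 0.0765 from edgeR's quasi-likelihood test. In S441L, 5 of the genes were upregulated DEGs, with a median of 0.72, and *wrt-10* had -0.08, which total counts as the scaling turned to 0.11. In P183L, all 8 were upregulated, with a median of 4.59.

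**Figure D2:**
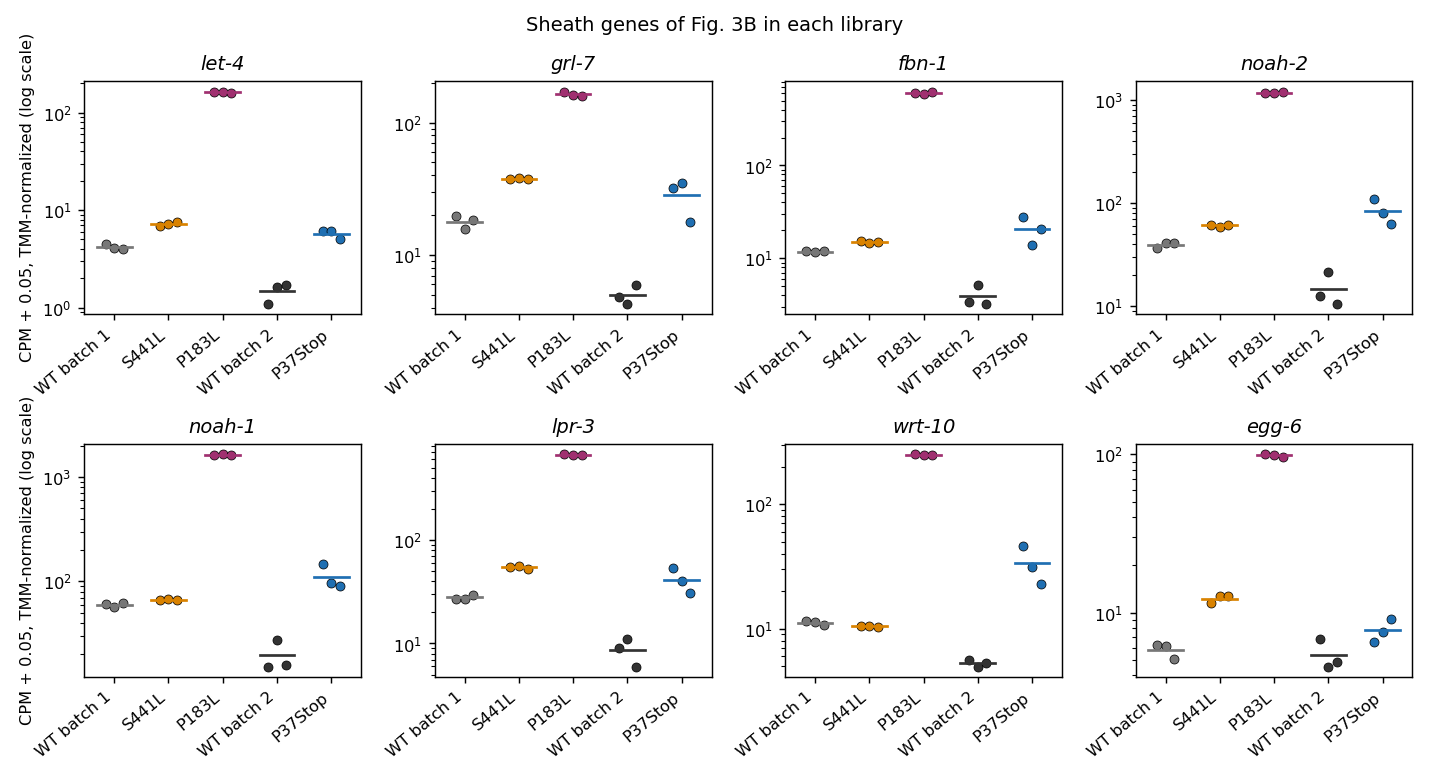
TMM-normalized CPM plus 0.05, on log axes, of the 8 sheath genes of Fig. 3B in each library (points, 3 per group) with the group means (lines). P37Stop points lie above those of WT batch 2, except for *egg-6*, where the groups overlap, and WT batch 2 lies below WT batch 1 for most genes.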

The sheath is the first precuticle formed during embryonic development before secretion of the first cuticle (Costa et al., 1997; Mancuso et al., 2012; Priess and Hirsh, 1986; Sundaram and Pujol, 2024). Precuticle gene expression at the L1 stage in *eff-1* mutants suggests a delay in the transition from precuticle to cuticle gene expression programs. This finding, coupled with the observed downregulation of L1-specific collagen genes, points toward an overall impairment or delay in the transcriptional wiring necessary for proper L1 epidermal maturation and function.

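Collagen changes in P37Stop differed with the level of the gene in WT batch 2. These WT libraries also enter the fold change, which by itself links a high level to a lower fold change. The 12 collagens above 1000 CPM in WT batch 2 were all downregulated DEGs, with a median log2 fold change of -0.82 and a range from -1.17 to -0.57. The 83 collagens under 10 CPM had a median of 0.60, with 22 upregulated and 1 downregulated DEG. In S441L, the 12 collagens above 1000 CPM in WT batch 1 had a median of 0.27, with 2 upregulated and 4 downregulated DEGs. In P183L, all 12 were downregulated, with a median of -7.68. Between the WT groups, these 12 had a median of 0.67 (range from -0.45 to 1.15), with 8 DEGs higher and 0 lower in WT batch 2. The 9 collagens with a mean above 1000 CPM over all libraries had a median of -0.82 in P37Stop. Relative to WT batch 1, their P37Stop median was -0.20. Over all collagens tested, the median was 0.45 in P37Stop, 0.67 in S441L and -0.48 in P183L, and the P183L value turned to 0.03 when total counts were the scaling. The summed CPM of the collagens was 19072 ± 151 (SD, n = 3) in P37Stop, 30924 ± 4538 in WT batch 2, 21603 ± 3498 in WT batch 1, 24675 ± 1613 in S441L and 13406 ± 726 in P183L. From the precuticle genes and the decrease of collagen genes of the L1, the paper proposes an impaired or delayed transcriptional maturation of the epidermis.

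**Figure D3:**
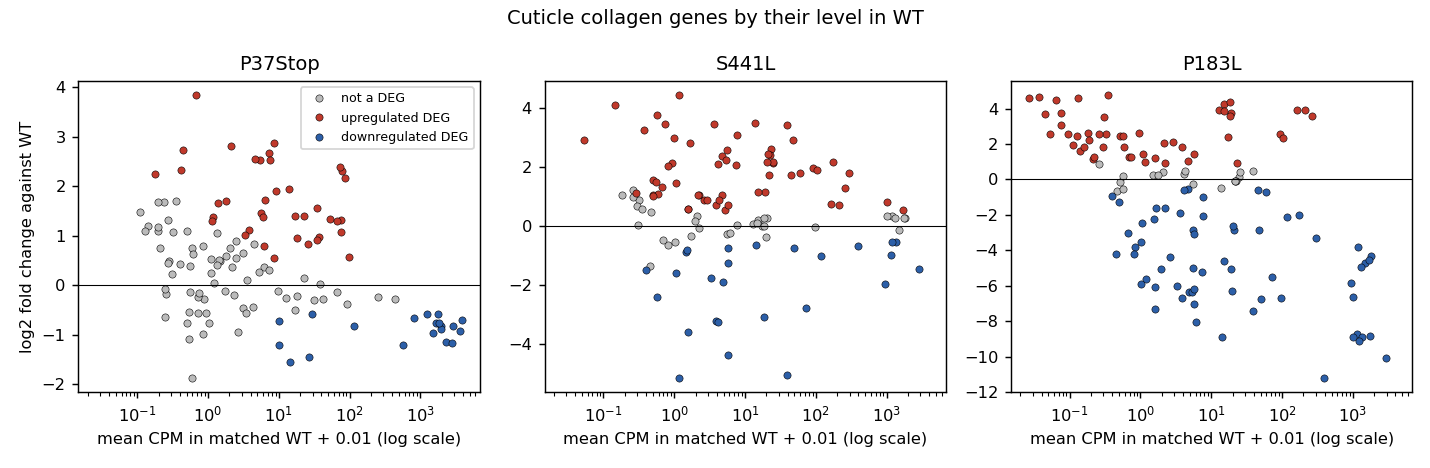
The log2 fold change of each cuticle collagen tested against its mean CPM in the matched WT group plus 0.01, on a log axis, in P37Stop, S441L and P183L (points, coloured by DEG call). At the right of the P37Stop and P183L panels, all collagens above 1000 CPM are downregulated DEGs, while in S441L these include upregulated and downregulated DEGs.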

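The gene *col-42* (WBGene00013489) lies on chromosome V from 18638484 to 18639591. Length-normalized TPM values, the paper's unit, were computed from the deposited counts and the exon lengths of the annotation. In WT batch 1, *col-42* was at 3110 ± 583 TPM (SD, n = 3), in S441L at 1350 ± 128 TPM and in P183L at 5.37 ± 0.656 TPM. In the other experiment it was at 2940 ± 256 TPM in WT batch 2 and 1950 ± 148 TPM in P37Stop. In the fitted counts, the log2 fold change was -1.45 in S441L (standard error 0.12, adjusted p = 2.35e-07 from edgeR's quasi-likelihood test), and between -1.56 and -1.27 with each library left out in turn. In P183L it was -10.06 (standard error 0.18, adjusted p = 4.19e-14) and in P37Stop -0.83 (standard error 0.12, adjusted p = 5.12e-04), from the same test. A 2-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1.

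**Figure D4:**
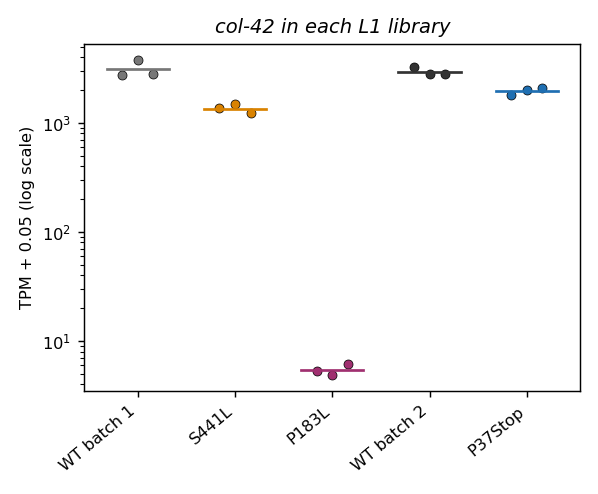
TPM of *col-42* plus 0.05, on a log axis, in each L1 library (points, 3 per group) with the group means (lines). Each mutant lies under its WT group, and P183L lies at about 5.37 TPM.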

To validate and visualize changes in the expression of specific DEGs, we used single-molecule inexpensive fluorescence *in situ* hybridization (smiFISH) of two DEGs identified in our RNA-seq data. *col-42* encodes a structural collagen largely restricted to larvae and adults and was significantly downregulated in both *eff-1*(S441L) and *eff-1*(P183L) mutants (Fig. 3D). *col-42* is expressed during early larval development, but smiFISH imaging showed almost no detectable signal in *eff-1* mutants at L1 (Fig. 3D). Conversely, *rhy-1* is a transmembrane acyltransferase that is expressed in the embryonic epidermis (Ma et al., 2012; Shen et al., 2006). Consistent with the transcriptomic data, the number of *rhy-1* mRNA fluorescent puncta was elevated in *eff-1* mutants (Fig. 3D).

*eff-1* phenotypes, such as the developmental delay, could be due to a combination of autonomous and non-autonomous effects including defects in other tissues. We thus looked for overlap between gold-standard lists of tissue-specific genes from small-scale single-tissue experiments and the *eff-1* DEGs (Kaletsky et al., 2018). We found a significant enrichment among downregulated DEGs for transcripts associated with the hyp7 syncytium, epidermis and epithelial system, over non-syncytial tissues (Fig. 3C), consistent with a model in which unfused hyp7 progenitors fail to upregulate genes normally expressed in the L1 syncytial epidermis. This suggests that the observed phenotypic and transcriptomic changes are, in large part, the direct consequence of an unfused epidermis rather than of a systemic developmental delay. Nevertheless, our data indicate the presence of some non-autonomous effects, such as those observed in body wall muscle cells adjacent to epidermal cells. Collectively, our data support the central finding that fusion plays a crucial role in promoting the timely differentiation and function of the epidermis based on hallmark changes in gene expression.

### *eff-1* mutant transcriptional changes are consistent with a developmental delay

In addition to shared pathways and functions associated with the DEGs across *eff-1* mutations, we found a striking enrichment in DEGs associated with the transition from embryonic to larval development. By examining the developmental trajectory of DEGs at timepoints throughout the WT worm lifecycle from modENCODE (Gerstein et al., 2010; Hutter and Suh, 2016), we found an enrichment in L1-associated genes in the downregulated DEG set, along with upregulated DEGs showing substantial enrichment for genes normally expressed in the late embryo (Fig. 4A,D). Furthermore, genes that were not differentially expressed (FDR>0.05) in the *eff-1* mutants were predominantly those for which expression levels remain relatively stable across normal development. These observations strongly suggest that the normal transcriptional shift from late-embryonic to L1 larval epidermal expression programs is substantially delayed in worms deficient for EFF-1–mediated fusion.

**Fig. 4.**
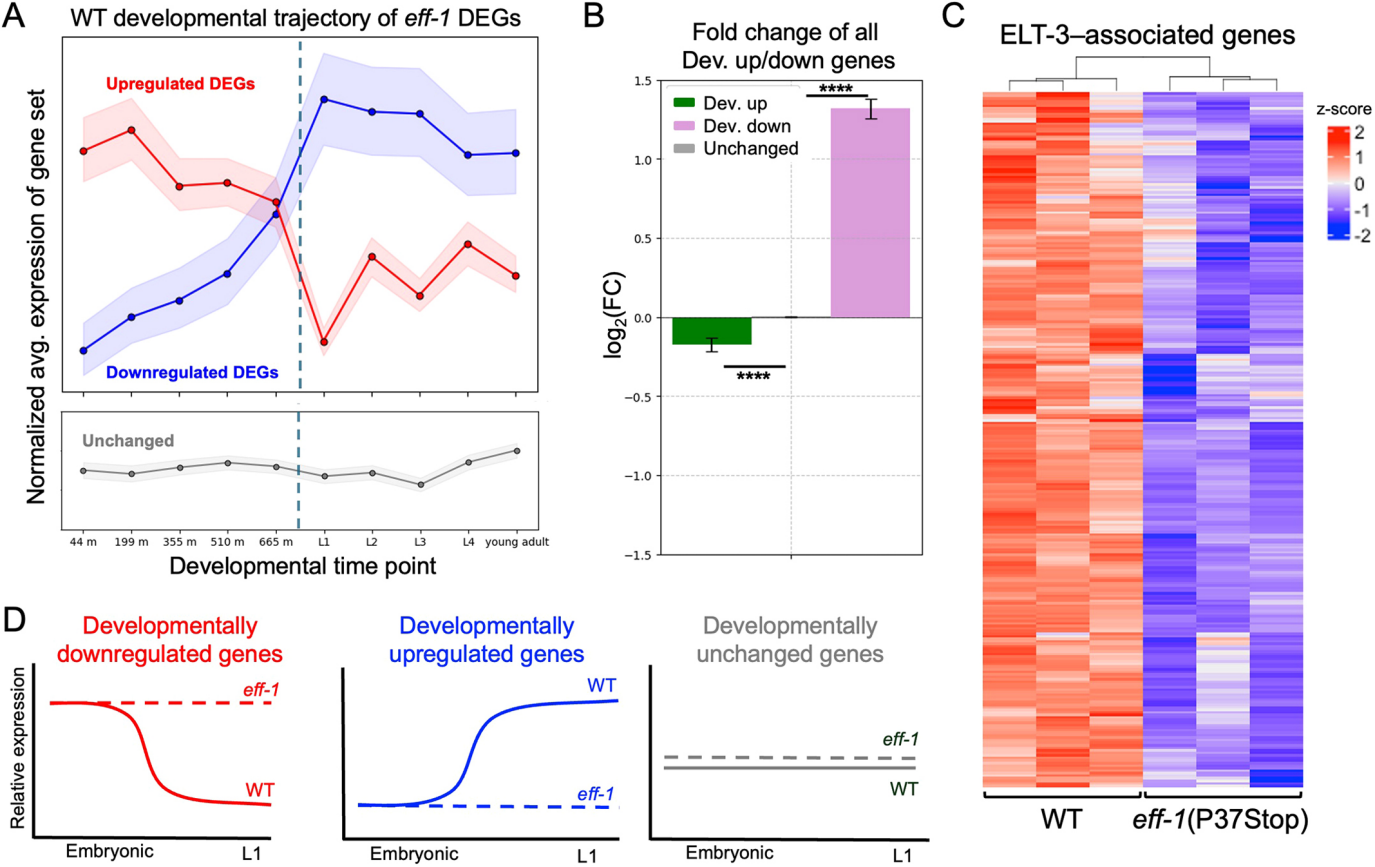
**Fusion mutants fail to acquire the L1 epidermal transcriptome.** (A) Normal (WT) developmental trajectories of upregulated (red) or downregulated (blue) genes in *eff-1* mutants. Shaded region, 95% confidence interval. Dashed line, approximate hatching time of 800 min. (B) Genes were binned using a linear regression of modENCODE data to determine transcripts that went up (green), down (purple) or stayed consistent (gray) across WT development. Average log_2_-transformed fold change RNA-seq data from *eff-1*(P37Stop) for each category of genes are shown. Error bars show s.e.m.; Mann–Whitney *U*-test, ****P<0.00001. (C) Heatmap of *z*-score–normalized DEG expression for genes identified as ELT-3-regulated from the TF2DNA dataset (Pujato et al., 2014). (D) Schematic of WT and *eff-1* mutant gene expression profiles across development.

To explore the typical trajectory of the affected genes, we then used a linear regression of WT gene expression data across multiple embryonic and larval timepoints to define gene sets that are developmentally upregulated or downregulated during the transition from late-embryonic to larval stages. Comparing the average fold changes of these developmentally dynamic gene sets in *eff-1*(P37Stop) mutants revealed a net increase in the expression of developmentally downregulated (i.e. typically embryonically enriched) genes and a corresponding decrease in the expression of developmentally upregulated (i.e. typically larvally enriched) genes, irrespective of whether individual genes met the strict criteria for differential expression (Fig. 4B). This broader analysis reinforces the conclusion that the absence of cell fusion leads to a significant delay in the acquisition of the appropriate L1 epidermal transcriptome.

The transition from an embryonic to larval transcriptome is facilitated by many transcription factors, including ELT-3, an embryonically enriched GATA transcription factor with roles in transcriptional activation of epidermis-specific genes and developmental pathways (Broitman-Maduro et al., 2022; Gilleard and McGhee, 2001; Gilleard et al., 1999). An *elt-3* construct that is expressed in only a subset of epidermal precursor cells is used as a reporter for fusion, or lack thereof, in *eff-1* mutant worms (Shinn-Thomas et al., 2016). Intriguingly, a large swath of ELT-3–regulated genes identified through the TF2DNA database were significantly downregulated in *eff-1* mutant worms (Fig. 4C). Examination of the ELT-3 chromatin immunoprecipitation sequencing (ChIP-seq) signal across all upregulated, downregulated and unchanged genes also showed an enrichment of downregulated genes. Of the downregulated DEGs, those associated with ELT-3 exhibited more negative fold changes and more significant *P*-values, suggesting that ELT-3–regulated genes might be particularly affected by the loss of fusion (Fig. S4). This downregulation of ELT-3 target genes in *eff-1* mutants provides a potential mechanistic link between the failure of cell fusion and the observed developmental delay. Cell fusion may be necessary for appropriate stage-specific activity of key developmental regulators such as ELT-3, which may be expressed in only a subset of cells contributing to epidermal syncytia.

Our work underscores the crucial role of EFF-1–mediated cell fusion in the developmental progression of *C. elegans* and highlights its importance for timely activation of the L1 larval epidermal transcriptome. Our findings suggest that the process of fusion itself may be a key mechanistic trigger promoting the shift from the embryonic to the L1 transcriptional landscape in fusion-driven syncytia such as hyp7. Although these results show the importance of syncytial formation for proper expression of developmental genes, precisely how fusion orchestrates transcriptional maturation remains an open question. Future investigations will be needed to unravel the molecular mechanisms involved and to identify specific factors that drive the identity and transcriptional programs of developing syncytial nuclei.

## MATERIALS AND METHODS

### Strains used and maintenance

*C*. *elegans* strains were maintained according to standard protocols and were propagated at 22°C. The two *eff-1* mutant strains used here were WH171 (*eff-1*(*oj55*); jcIs1 *[ajm-1::GFP+unc-29(+)+rol-6(su1006)]*) and BP76 (*eff-1*(*hy21*); jcIs1 *[ajm-1::GFP+unc-29(+)+rol-6(su1006)]*). MH1384 (*[kuIs46 (ajm-1::GFP; unc-119(+))]*) was used to compare WT AJM-1::GFP expression to that in e*ff-1* mutants. The P37Stop strain was generated using CRISPR via a previously described method (Ghanta et al., 2021). Briefly, RNPs loaded with gRNA (GGTGTCTTGGAACAGTGTGG) were injected along with repair template designed to add two stop codons along with an SpeI recognition site into the gonads of animals expressing *kuls46*[AJM-1::GFP] and *bqSi640*[*dpy-7p*::FRT::mCherry::*his-58*::FRT::GFP::*his-58*].

### Developmental timing analysis

Time to hatch was determined by plating young adult worms, allowing them to lay eggs for 2 h, and then removing the adults and measuring the percentage of unhatched eggs that remained over time. Time to molt was determined by plating synchronized L1 larvae and watching for cessation of pharyngeal pumping to mark the beginning of the L1-L2 molt. Time to adulthood was measured by plating synchronized L1 larvae and noting the presence of embryos in the gonads. All experiments were carried out at 22°C. A log-rank test was performed for each developmental metric, and time to 50% cessation of pumping was used for the L1 to first molt analysis.

### Microscopy

Confocal images for Fig. 1 were taken using CellSens on an Olympus Spin-SR, Spinning Disc, Super Resolution System using an inverted Olympus IX83 microscope and Yokogawa W1 spinning disc. smiFISH images were taken of worms fixed in methanol/acetone as described (Parker et al., 2021). Larvae for Fig. 1 images were prepared in 10 mM levamisole on 3% agarose pads.

### RNA isolation and RNA-seq

L1s were synchronized by bleaching gravid adults and allowing embryos to arrest in M9 buffer for 24 h. These suspensions were further inspected to ensure no unhatched but viable embryos remained. L1 embryos were spun down and lysed for RNA collection via the Direct-zol kit from Zymo. RNA quality was confirmed using an Agilent TapeStation with minimum RNA integrity numbers (RINs) of 8.0. mRNA libraries were constructed using TruSeq Library Prep Kits from Illumina and were sequenced on an Illumina NextSeq P3 flow cell. For each RNA-seq experiment, three biological replicates were performed in parallel starting from individual 150-mm plates. Three replicates were performed for S441L, P183L and WT (N2) worms in parallel, followed by an additional experiment where three P37Stop and three WT replicates were performed.

### Transcriptomic analysis

Paired-end reads were processed as follows. Low-quality reads were filtered using fastp, and their quality was assessed using fastQC (0.12.1). Reads were aligned using STAR and pseudoaligned using Salmon to the *ce11* reference genome, duplicates were removed using picard, and counts were collected using htseq (Anders et al., 2015; Dobin et al., 2013; Patro et al., 2017). Differential expression was determined using DESeq2 (v.1.42.1), with counts filtered for >1 TPM across all samples. DEGs were defined as genes with a Benjamini–Hochberg adjusted *P*<0.05 and log_2_(fold change)>0.5 or<−0.5 (processed files in Table S1). Heatmaps were generated using the seaborn clustermap function using Euclidean distance to obtain hierarchal linkages and *z*-score normalization by rows. Intersectional analysis was carried out by collecting modENCODE developmental expression data (Gerstein et al., 2010; Hutter and Suh, 2016). Upregulated, downregulated and unchanged classifications were determined by performing a linear regression for expression data across developmental time points and collecting genes with a derived slope of >1 (developmentally upregulated) or <–1 (developmentally downregulated). Genes with a derived slope from 1 to −1 were categorized as unchanged. Raw and processed data files have been deposited in GEO under accession number GSE301850.

### GO term analysis

GO term enrichment was carried out using topGO (v.2.54.0) on ontologies from WormBase using the ‘weight01’ algorithm, and significance was assessed with a Fisher's statistic. Genes found to be differentially expressed (FDR<0.05) in both S441L and P183L were used as the test set, and the background gene set was specified as genes with a base mean TPM of >1 in all three transcriptomes.

### Tissue enrichment

Gold-standard tissue-specific gene sets were obtained from https://worm.princeton.edu/ (Kaletsky et al., 2018) and compared to DEGs from the *eff-1* mutant RNA-seq data. Fischer's exact test was used to calculate enrichment significance.

### smiFISH

smiFISH was carried out as previously described (Parker et al., 2021). Probe sets were designed against *col-42* and *rhy-1* using Oligostan with FLAP-X extensions (Tsanov et al., 2016). The FLAP-X secondary probes were labeled with Quasar 670 from Biosearch Technologies. Quantification was carried out in FIJI by manually drawing designated regions of interest around embryos and L1s of appropriate age and sufficient fixation, thresholding across experimental replicates, and using the ‘analyze particles’ option.

### ELT-3 ChIP-seq analysis

ELT-3–associated genes were obtained from the TF2DNA dataset (Pujato et al., 2014) and compared to our experimentally derived DEGs. L1 ELT-3 ChIP-seq data from modENCODE was downloaded as read-depth–normalized bigwig files. Heatmaps were generated with deeptools (v.3.5.6) (Ramírez et al., 2016). Up- and downregulated gene sets were designated from the *eff-1* P37Stop dataset with the same criteria [adjusted *P*-value<0.05, log_2_(fold change)>0.5 or<−0.5]. Unchanged genes were taken as a random subset of 5000 genes with adjusted *P*>0.2.

## Supplementary Material

10.1242/develop.205089_sup1 Supplementary information

Table S1. Differential expression analysis

# Supplementary material for: Epidermal cell fusion promotes the transition from an embryonic to a larval transcriptome in C. elegans
**Source:** Development. 2025 Dec 22;152(24):dev205089. doi: 10.1242/dev.205089
**Supplement:** Supplementary information

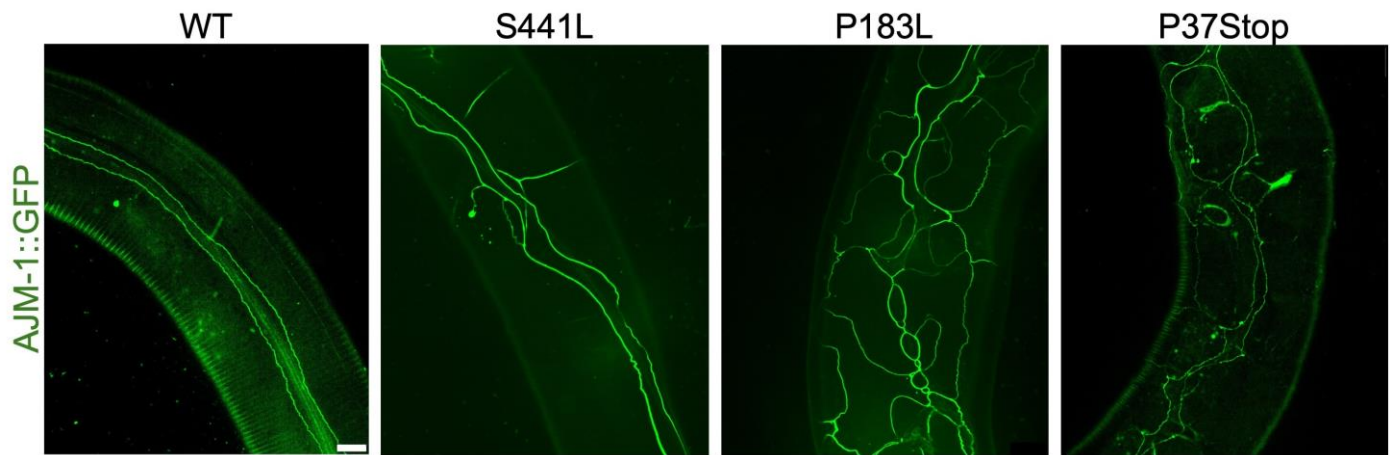

**Fig. S1. Fusion defects in *eff-1* mutant adults.**

A) Representative images of AJM-1::GFP fluorescence, a marker of apical cell–cell junctions in the epidermis, in N2 (WT) and *eff-1* mutant (S441L, P183L, P37AStop) adults. Scale bar is 10  $\mu$ m.

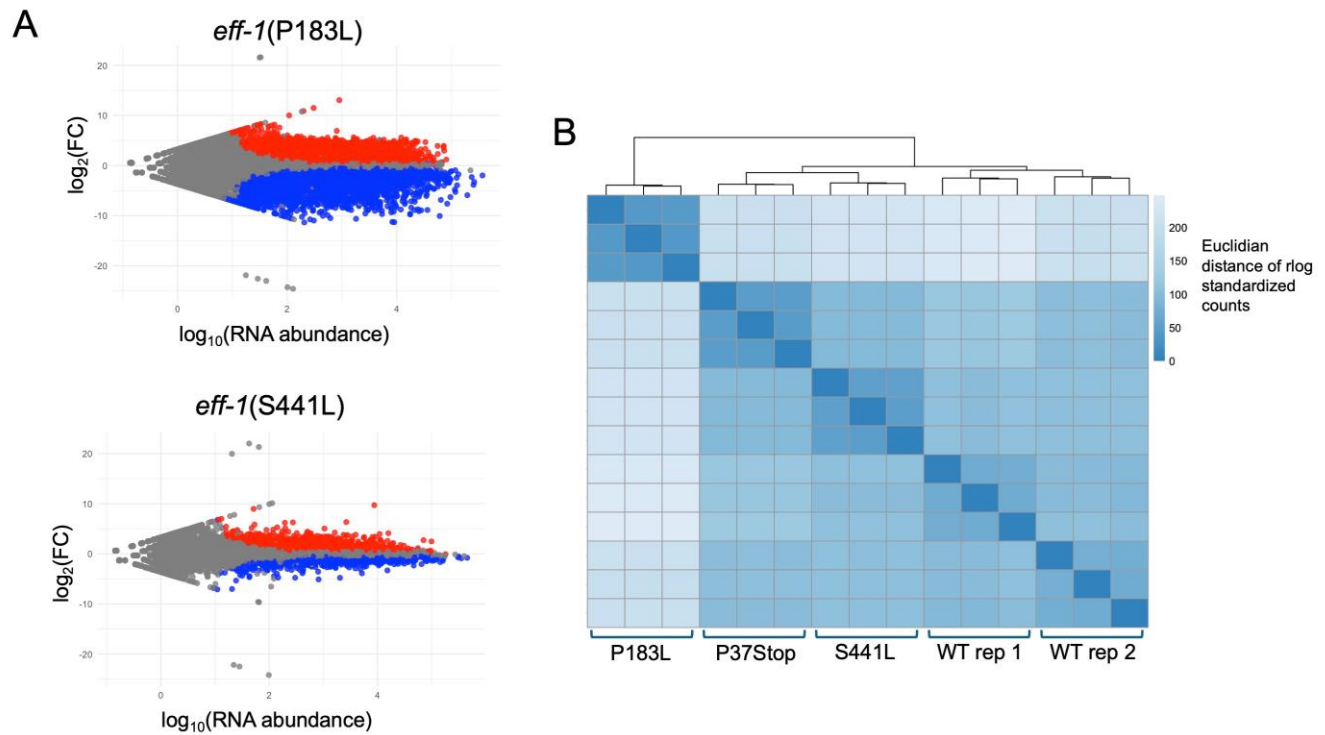

**Fig. S2. RNAseq of *eff-1* mutants shows substantial overlap in gene expression changes.**

A) MA plots of *eff-1*(P183L) and *eff-1*(S441L) with DEGs (adjusted  $p < 0.05$ ) in red for upregulated and blue for downregulated. B) Euclidian distance matrix of regularized log (rlog)-transformed RNAseq counts of *eff-1* mutants and WT controls from multiple sequencing runs. WT rep 1 and rep 2 refer to the two biological replicates.

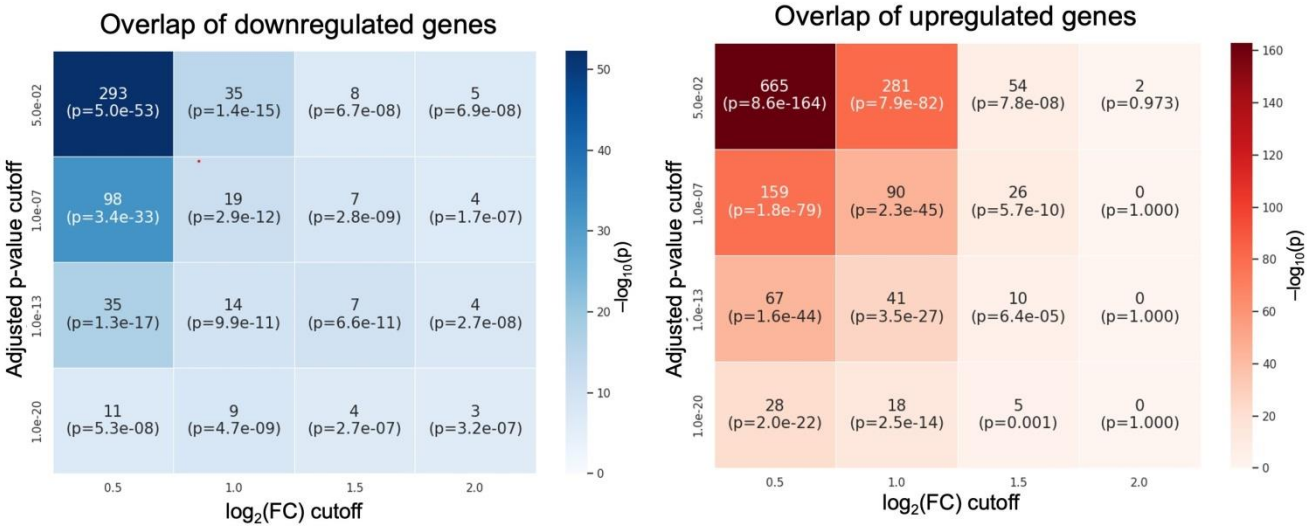

**Fig. S3. p-Value and fold-change cutoff analysis of RNAseq results.**

Adjusted p-values and log<sub>2</sub>(fold change) cutoff analysis for upregulated and downregulated genes. Values are shown for overlap among P37Stop, P183L, and S441L differentially expressed genes. Inset p-values are hypergeometric calculations for significance of the overlap at each set of cutoff parameters.

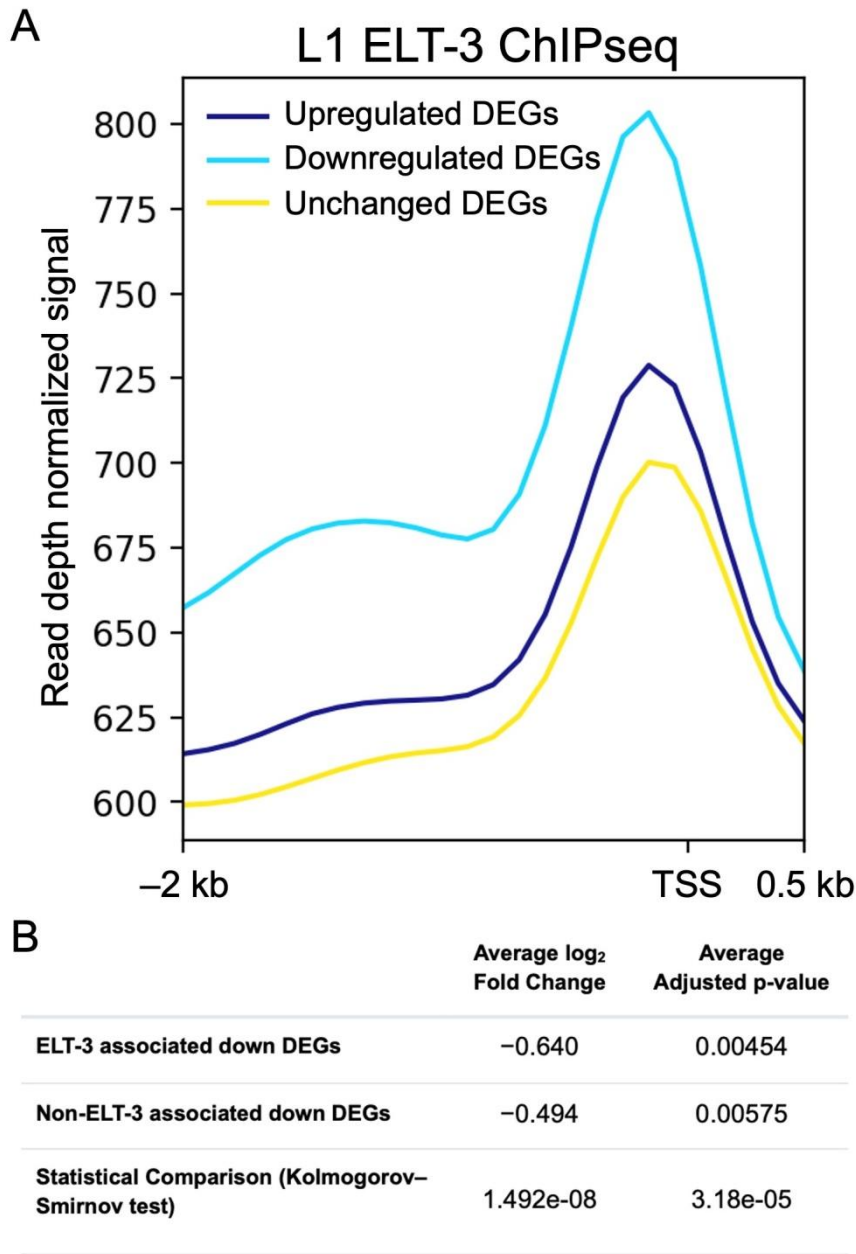

**Fig. S4. ELT-3 ChIPseq signal across *eff-1* differentially expressed genes.**

A) L1 ELT-3 ChIPseq profile across DEGs from *eff-1*(P37Stop). ELT-3 ChIPseq signal was derived from modENCODE data and plotted for a region spanning 2 kb upstream and 500 bp downstream from the transcription start site (TSS) of upregulated, downregulated, and unchanged genes. B) Downregulated DEGs were split into ELT-3–associated and non–associated genes, and adjusted p-values and fold changes were calculated for these two sets. A Kolmogorov-Smirnov test was performed for both distributions.

**Table S1. Differential expression analysis**

Available for download at  
<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.205089#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

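RNA was sequenced from whole, starved L1 animals of 5 groups with 3 biological replicates each, 15 libraries in all. WT, S441L and P183L came from one experiment, whose WT group is called WT batch 1, and WT and P37Stop from a second, whose WT group is called WT batch 2. The mapping of libraries to groups and experiments was taken from the sample labels and the paper's methods.

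The authors filtered paired-end reads with fastp, aligned them with STAR, pseudoaligned them with Salmon to ce11, removed duplicates with picard and counted with htseq. The table the authors deposited holds expected counts (estimated read counts per gene), neither scaled to library size nor filtered, and the paper's text does not name which of the alignment routes made it. It has 46911 genes, and 3.7% of its values are not whole numbers. Its last row has no gene ID and 1 value, 42569335, equal to 100% of the total of its column, and was left out. No values of the other rows were left out before the tests. Counts were rounded to whole numbers. Gene names, positions and exon lengths came from Ensembl release 115 on WBcel235, which matched 46857 gene IDs and left 54 unmatched. TPM were computed from the counts and the summed length of the exons of each gene. Checks of the table found no pair of libraries that differed by sampling noise alone (chi-square per degree of freedom from 3.17 to 50.1). Ribosomal RNA took 0.348 to 1.24% of the counts.

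Total counts per library ranged from 35858225 to 44870027 in WT batch 1, 42569335 to 45714297 in S441L, 37649321 to 40080498 in P183L, 40432436 to 47820216 in WT batch 2 and 37630489 to 44809083 in P37Stop. The errors given are standard deviations or standard errors over replicates, and hold both counting error and the spread between replicates. Which of these was larger for a given transcript was not tested.

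Analyses used R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Each mutant was compared with the WT group of its own experiment, and the WT groups with each other, in separate fits. Genes were kept by filterByExpr with its minimum count of 10, normalized by TMM and tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over the genes tested. DEGs had an adjusted p below 0.05 and a log2 fold change above 0.5 or below -0.5, the thresholds of the paper. The standard error of a log2 fold change was its size divided by the square root of its F statistic. Differences between the effects of 2 alleles were tested as a contrast in a fit of all 15 libraries with 5 groups. The test was tried on simulated data made from each comparison, with 200 changed genes of 14901 to 15141. It recovered 144, 182, 189 and 152 of them for P37Stop, S441L, P183L and the WT groups, with 9, 10, 8 and 8 false calls.

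Shared DEGs were counted among the genes tested in all 3 mutants. Their number was compared with that expected from independent lists, with a hypergeometric test of P37Stop DEGs against the genes called in both S441L and P183L, and with 10 simulated data sets in which unchanged groups shared a control. Distances between libraries were Euclidean, on log2-CPM with a prior count of 2. The distribution of DEGs over chromosomes and within 1 Mb and 3 Mb of *eff-1* was tested with 2-sided Fisher's exact tests.

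Lists of genes were written by name before the data were examined. They were the sheath genes of Fig. 3B, cuticle collagens without *rol-6*, body wall muscle, intestine, neuron, epidermal regulators, maternal and oocyte, early embryo zygotic, sperm proteins, vitellogenins, ribosomal proteins, respiratory chain, histones, hedgehog-related and patched-related, and molting and apical matrix genes. Each of these 15 lists with at least 3 genes tested was tested in each comparison with camera (preset correlation 0.01, on voom values), with fry and with camera with an estimated correlation, 56 tests in all. Sperm proteins had too few genes tested. A list of cell cycle genes for replication and mitosis was added after the first results were seen and before its own values were. The names of 22 listed genes matched 2 gene IDs.

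The genes named in the text were chosen by a rule set before the data were examined. They are the genes whose expression the paper reports and those carried by the strains' transgenes. From the shared DEGs without overlap between groups in any comparison, they are the 5 upregulated and 5 downregulated with the largest smallest change over the mutants. For each mutant, they are the 3 upregulated and 3 downregulated DEGs with the largest change among those without overlap and with at least 10 CPM in the higher group. For lists of genes, the members with the largest and smallest changes could also be named. The transgene reporter gene *his-58* is listed under 2 gene IDs and is not reported.

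The alternatives were DESeq2 or limma voom in place of edgeR, DESeq2's size factors, upper quartile or total counts in place of TMM, no filter, at least 10 counts in every library or a mean TPM above 1 in place of filterByExpr, all 15 libraries in one fit, the replicate number as a block, each replicate left out in turn, other thresholds including glmTreat, and the WT of the other or of both experiments as the control. For distances, rlog, a prior count of 0.5, the most variable genes and 1 minus the Spearman correlation were used. Gene Ontology terms, the tissue gene lists, the developmental time courses, the ELT-3 target lists and the smiFISH images of the paper were not analysed here.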

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

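The tests of the transgene levels, of neuronal genes, of a minority of embryos and of a delay limited to the epidermis in P183L, of embryonic admixture in P37Stop, and of WT batch 1 as the less advanced group were chosen only after the results were seen. The other tests named here were set before their values were seen.

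The effects of P37Stop and S441L, each against the WT of its own experiment, differed at 6964 of 17180 genes (40.5%) by a test of the difference itself. Among them, 326 genes were DEGs in opposite directions. The fit gave each gene a single dispersion over all 15 libraries, P183L included, and the number of genes depends on this. Replicates varied more in the P37Stop comparison (biological coefficient of variation 0.214) than in the S441L comparison (0.0738). The 12 libraries of these comparisons can be regrouped within their experiments, and 1 of 100 drawn splits, the real one, gave as many genes (6152 in a fit of these libraries, with 4136 in the highest other split). Grouping of replicates by chance is thus argued against. The alleles were grown in different experiments and in different strain backgrounds, and an effect of the experiment on the mutant but not on WT cannot be told apart from an effect of the allele.

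The effects of P37Stop and P183L differed at 12093 genes (70.4%), of which 390 were DEGs in opposite directions. Here 6 of 100 drawn splits gave as many genes as the real one, which had 11701 in the fit of the 12 libraries. All 5 of the others kept the P183L and WT batch 1 libraries in their real groups and mixed only P37Stop and WT batch 2, as 8 of the drawn splits did. Drawn splits with neither pair kept whole gave 0 genes at most. The number of differing genes therefore follows the size of the P183L change and does not measure the P37Stop change.

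Between the WT groups there were 5064 DEGs. The paper sets both groups in one distance matrix (Fig. S2B), and its text gives no DEGs between them. After every library was thinned to 35858217 counts, about the smallest total, there were 5036 DEGs, which argues against library size. If WT batch 1 were simply less advanced along the axis of the P183L change, the WT difference and the P183L change would run in opposite directions across genes, but when the WT batch 1 libraries were split so that the comparisons shared none, the correlation was 0.019 to 0.0286. This argues against it as the whole cause. By their medians, 12 of 15 gene lists did run in opposite directions. Among them were the sheath genes (-1.51 between the WT groups and 4.59 in P183L) and molting and apical matrix genes (-0.85 and 2.71). So were early embryo zygotic transcripts (-0.43 and 4.49), ribosomal proteins (0.34 and -2.30) and the respiratory chain (0.41 and -0.98). Cell cycle genes (0.09 and 3.63), histones (0.33 and 1.45) and vitellogenins (-0.37 and -1.96) ran in the same direction. A difference in stage therefore stays open for part of the genes. A difference between the growth of the experiments, their library preparation and the strains used as WT stays open.

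Part of the WT difference lies in *unc-119*, with a log2 fold change of 5.01, and *ajm-1*, with 1.59, both higher in WT batch 2. Among the 2008 genes above 100 CPM, these were ranked 5 and 67 by their increase. The neuronal list was called higher in WT batch 2 by camera with the preset correlation (adjusted p = 0.0316) and by fry (adjusted p = 2.77e-04). Camera with an estimated correlation did not call it (adjusted p = 0.367). Its median log2 fold change was 0.089 and its highest 1.20, in *rab-3*. A shift of all neuronal genes by as much as *unc-119* is therefore argued against, while a small shift is not. The level of *unc-119* in P37Stop was 1.23 times that in WT batch 2. Both genes are in kuIs46, the array of the animals in which P37Stop was made. A candidate explanation is that the WT animals of the second experiment carried kuIs46, which the paper's methods list in a strain used for WT AJM-1::GFP, while WT in the RNA-seq is described as N2. No sequence of the array itself was analysed, so this stays a hypothesis.

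Maternal and oocyte transcripts, which the paper does not discuss, had a median log2 fold change of 3.53 in P183L, where 23 of 24 genes tested were upregulated. This value argues against a delay limited to the epidermis as the whole cause of the P183L profile. A minority of embryos among L1 animals would leave most of the larval transcripts in place, but the 12 collagens above 1000 CPM in WT batch 1 had a median of -7.68. A library made of embryonic RNA would raise the genes of replication and mitosis, and these had a median of 3.63, with 26 of 26 genes upregulated. P183L libraries made largely of embryos, or of animals arrested with an embryonic profile, may therefore explain the pattern. The paper states that the suspensions were inspected for unhatched viable embryos, and the data give no view of the animals themselves. The P183L libraries also lack the level of jcIs1 transcripts seen in S441L, since *rol-6* CPM was 258 times higher in S441L than in P183L. An array expressed at the level of S441L is argued against. A strain without it, or an array silent at this stage of the animals, stays open. Background variation also stays open, linked to *eff-1* or not. The odds ratio of being a DEG within 1 Mb of the gene was 0.973, but 80.4% of the genes elsewhere were DEGs, which leaves little room for an excess, and a linked variant acting on other genes would leave none.

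In P37Stop, maternal and oocyte transcripts had a median log2 fold change of 1.60, with 16 upregulated DEGs of 24 genes tested. An admixture of embryonic RNA with the composition of the P183L libraries might raise them. It would need a share of 7.24, 25.3 and 11.7% in the 3 libraries for the maternal transcripts, and of 7.40, 4.73 and 4.03% for the sheath genes. The lowest ratio of these shares within a library was 0.978, so that the shares match in one library and differ in the others, and such an admixture cannot be told apart from a change in the animals for these transcripts. For the transcripts that fell, a share of 25.3% allows a log2 fall to -0.42. The 397 genes nearly absent in P183L (log2 fold change under -5, mean of at least 10 CPM over all libraries), chosen without a test on the P37Stop libraries, had a median of -0.31 in P37Stop (-0.35 to -0.27 with 1 library left out, -0.09 with total counts as the scaling), within that limit, and 40.1% of them lay beyond it. Set against the higher share that each library needs by itself, the medians of replicates 1 to 3 were -0.32, -0.36 and -0.47, with limits of -0.11, -0.42 and -0.18. With total counts they were -0.07, -0.09 and -0.17, with limits of -0.10, -0.36 and -0.17. The outcome thus depends on the library and the scaling, and the admixture stays open for these genes. The 9 cuticle collagens with a mean above 1000 CPM over all libraries had a median of -0.82 (-0.89 to -0.71 with 1 library left out, -0.60 with total counts as the scaling), which argues against the admixture alone for their fall from WT batch 2. Their median was 0.80 higher in WT batch 2 than in WT batch 1, and relative to WT batch 1 it was -0.20 in P37Stop, within the limit, so a high level in WT batch 2 stays open for them. Gene length bias is argued against, since the median of the sheath genes was 2.36 after the trend with gene length was removed. The P37Stop animals are described in the paper as slower and less synchronous than WT, and a less advanced or less even stage of the animals stays open as an untested biological explanation.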

How the results depend on the processing

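The alternatives were set before the data were examined, and none of the tests here was chosen after the result was seen. The numbers of DEGs for the alternatives not named below stayed within 1.5 times those reported, in each direction. The cause of a change was not tested except where the alternative itself shows it.

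With total counts as the scaling, P37Stop had 3155 upregulated and 362 downregulated DEGs (89.7% upregulated, against 68.2%), S441L had 1603 downregulated DEGs (75.2% upregulated, against 60.5%), and P183L had a share of 60.1% upregulated, against 50%. Shared DEGs became 1170 upregulated and 98 downregulated. This scaling moved the median log2 fold change of all genes to 0.24 in P37Stop, 0.21 in S441L and 0.53 in P183L, in the direction of these counts. With glmTreat, a test against a log2 fold change of 0.5, there were 1032 upregulated and 239 downregulated DEGs in P37Stop (81.2% upregulated), 3168 between the WT groups, and 320 and 78 shared. With a log2 fold change limit of 1, there were 155 downregulated DEGs in P37Stop, 2247 and 1021 in S441L, 2625 between the WT groups, and 323 and 45 shared. Without a limit there were 1865 downregulated DEGs in P37Stop, 4948 in S441L, 7942 between the WT groups, and 921 shared downregulated DEGs. An adjusted p below 1e-07 left 0 in each direction in P37Stop and 0 shared (6106 genes had an unadjusted p under 0.05 in P37Stop), 1020 and 831 in S441L, 3994 and 4126 in P183L, and 255 between the WT groups. A stricter or looser threshold shows the cause of these changes itself.

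With the WT of the other experiment, P37Stop had 3557 upregulated and 2300 downregulated DEGs, and 1325 and 370 of the DEGs reported kept their call. For S441L, 2215 upregulated and 1075 downregulated DEGs kept theirs. With the WT of both experiments, P37Stop had 1264 upregulated DEGs, S441L had 2239, and 429 upregulated DEGs were shared. The ratio of the distances of P183L and S441L to WT batch 1 was 2.44 with rlog, 2.25 with a prior count of 0.5, 2.69 with the most variable genes, 2.71 with at least 10 counts in every library and 6.30 with 1 minus the Spearman correlation, against 2.39. The Spearman measure scales as a squared distance, so 6.30 is not on the scale of 2.39. Camera with an estimated correlation called 0 of 56 gene set tests, against 33 with the preset correlation and 44 with fry, which held 31 of the 33.

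With each replicate left out in turn, DEGs numbered from 1499 to 1858 upregulated and 737 to 1022 downregulated in P37Stop, 3657 to 3776 and 2422 to 2556 in S441L, 6397 to 6474 and 6414 to 6490 in P183L, and 4541 to 5333 between the WT groups. Shared DEGs numbered from 489 to 678 upregulated and 252 to 310 downregulated. Genes whose effects differed numbered from 6012 to 7252 for P37Stop and S441L and from 11675 to 12186 for P37Stop and P183L. Gene set tests past the threshold numbered 32 to 35.

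The replicate numbers do not pair the libraries, since the correlations of same-numbered residuals lay between -0.14 and 0.097. With the number as a replicate block there were 1829 and 908 DEGs in P37Stop, 3795 and 2457 in S441L, 6347 and 6343 in P183L, 4865 between the WT groups, and 623 and 286 shared.

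Some values changed sign. With total counts as the scaling, the collagen median in P183L became 0.029, the neuronal median between the WT groups -0.01, and the log2 fold changes of *elt-3* in P37Stop 0.039, of *wrt-10* in S441L 0.108, of *unc-119* in S441L 0.062, and between the WT groups of *eff-1* -0.086, *col-42* -0.054 and *unc-29* -0.01. With the WT of the other experiment, *rhy-1* in P37Stop became -0.138, *rol-6* -0.56, *F44E5.4* -4.684 and *R13D7.2* 1.133, *wrt-10* in S441L 0.968, *elt-3* in S441L 0.228, and in P183L *ajm-1* -1.027 and *unc-119* -3.995. With the WT of both, *F44E5.4* in P37Stop became -3.692, *wrt-10* in S441L 0.343, and in P183L *ajm-1* -0.562 and *unc-119* -3.159. For *ajm-1* and *unc-119*, the levels of the WT groups themselves show the cause. The collagen median between the WT groups became -0.049 without a filter and -0.005 without WT batch 2 replicate 1 (0.34 at the highest with a library left out). Within 3 Mb of *eff-1* the odds ratio in P183L became 1.01. Between the WT groups, several log2 fold changes near 0 changed sign. That of *eff-1* became -0.005 with DESeq2 and with its size factors, -0.002 with limma voom, -0.053 with upper quartile and -0.093 with all 15 libraries in one fit, and that of *col-42* -0.022 and -0.06 under the last 2 of these. That of *unc-29* became -0.024 in the fit of all libraries, and that of *puf-11* -0.384 with limma voom and -0.289 with the replicate block. With each library left out in turn, these values ran from -0.07 to 0.089 for *eff-1*, -0.08 to 0.22 for *col-42*, -0.208 to 0.239 for *unc-29*, -0.84 to 0.66 for *puf-11* and -0.26 to 0.042 for *egg-6*.

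Among the gene sets, 32 other results became weaker and 6 stronger, most of the weaker ones in camera with an estimated correlation. Among the log2 fold changes of single genes, 39 became weaker and 14 stronger. The increase of *rhy-1* in P37Stop, 0.87, was 0.13 without P37Stop replicate 3. The low counts of *R04D3.3* and *puf-11*, at 1.23 and 3.52 CPM in P37Stop, limit what their fold changes show. The same holds for *F44E5.4*, *puf-3* and *wrt-4*, at 1.64, 3.3 and 3.67 CPM in P37Stop.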

Differences from the paper's values

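No test was chosen after a result was seen in what follows. The paper's Fig. 3D shows *col-42* in S441L at about 800 TPM, read by eye, while the value from the deposited counts was 1350 TPM. For WT it shows about 2100 TPM, read by eye, without stating which WT group, against 3110 TPM in WT batch 1 and 2940 TPM in WT batch 2. Only the S441L value was further from the paper's than both the spread between replicates (SD 128 TPM) and a factor of 1.5. TPM were computed in one way, so that none of the alternatives set before the data were examined bears on them.

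The numbers of DEGs, of shared DEGs and of expected shared DEGs lay within 1.5 times the paper's values, and so did the log10 of the hypergeometric p-values.

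Fig. 3B colours the sheath genes as lower in P37Stop than in WT, with negative log2 fold changes, while the paper's text describes them as enriched in the mutant. In the deposited counts they were higher in P37Stop, with log2 fold changes from 0.58 to 2.72. Turned to WT over P37Stop, these would carry the sign of the figure, and *wrt-10* and *egg-6* are the largest and the smallest in both.

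The paper describes collagen genes of the L1 as downregulated. Over all cuticle collagens tested, more were upregulated than downregulated DEGs in P37Stop (38 and 20) and in S441L (59 and 26), and fewer in P183L (50 and 63). The list was made by gene name and does not separate collagens of the L1 from others. These counts therefore do not test the paper's statement. For *col-42* and for the 12 most abundant collagens in P37Stop and P183L, the direction was the paper's. The 12 collagens above 1000 CPM in WT batch 1 had a median log2 fold change of 0.67 between the WT groups (range from -0.45 to 1.15), with 8 higher and 0 lower in WT batch 2 as DEGs.

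The paper states that top genes shift in the same direction regardless of the mutation. Of the 200 genes that were DEGs in all mutants with the strongest evidence in their weakest mutant, 66.5% changed in the same direction in all of them. The 974 shared DEGs have one direction by their definition.

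The paper describes the overlap as robust to stricter cutoffs (Fig. S3). With edgeR, an adjusted p below 1e-07 left 0 shared genes, with 0 P37Stop DEGs and 6106 genes at an unadjusted p under 0.05. With DESeq2, set before the data were examined, 171 upregulated and 101 downregulated genes were shared at that limit. With a log2 fold change limit of 2, the upregulated overlap was 10 genes (exact hypergeometric p = 0.162), and with DESeq2 9 genes (p = 0.245). At the same limit the downregulated overlap was 5 genes (exact hypergeometric p = 4.20e-08), and with DESeq2 5 genes (p = 1.30e-07). With edgeR and limits of 1 and 1.5 at an adjusted p under 0.05, the upregulated overlaps were 323 and 89 genes (exact hypergeometric p = 7.01e-103 and 2.08e-21) and the downregulated overlaps 45 and 14 genes (p = 5.66e-22 and 1.49e-15).

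The paper describes the mutants as similar by Euclidean distance relative to WT (Fig. S2B). P37Stop was 145 from S441L, 147 from WT batch 2 and 150 from WT batch 1, with a spread of 8.32 between pairs of P37Stop and WT batch 2 libraries. After the rlog transformation the distances of P37Stop were 77.4 from WT batch 2, with a spread of 3.85, 81.9 from S441L and 84.8 from WT batch 1. Over the most variable genes they were 52.8, 59.6 and 58.8, in the same order of groups, and by 1 minus the Spearman correlation 0.033, 0.0404 and 0.0411. By these 3 measures P37Stop was nearest to its own WT. With a prior count of 0.5 its own WT was furthest of the 3 groups, at 187, with S441L at 177 and WT batch 1 at 182, and over genes with at least 10 counts in every library the distances were 82.3, 82.1 and 91.8.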

Other observations

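The test of the shared WT libraries and the splits of the libraries were set before their values were seen.

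The P37Stop change ran against the difference between the WT groups, with a correlation across genes of -0.459. WT batch 2 enters both comparisons, which by itself gives a negative correlation. When its libraries were split so that the comparisons shared none, the correlation lay between -0.402 and -0.253, so the shared libraries are argued against as the whole cause. It stays open whether P37Stop moved toward the state of WT batch 1, or WT batch 2 was the unusual group.

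The numbers of DEGs were set against other splits of the same 6 libraries. In each of P37Stop, S441L, P183L and the WT groups, 1 of the 10 splits, the real one, gave as many DEGs. It gave 2931, 6270, 12768 and 5064 DEGs in this order, and the next highest split gave 3 in P37Stop and 0 in the others. For the shared DEGs and for the gene sets past the threshold, 1 of the 10 splits of the P37Stop and WT batch 2 libraries, the real one, gave as many, with 974 shared DEGs against 0 in the highest other split and 11 gene sets against 8. Since 10 splits cannot give a share under 0.1, the share of splits by itself does not settle whether replicates grouped by chance, whatever the margin between the real split and the others.

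Medians of the log2 fold changes of the gene lists are given in the order P37Stop, S441L, P183L and WT batch 2 against WT batch 1. They were -0.35, 0.09, -1.82 and 0.12 for body wall muscle, -0.51, 0.17, -0.76 and 0.26 for intestine, and -0.24, -0.34, -1.49 and 0.09 for neuron. Epidermal regulators had -0.09, -0.19, 0.72 and -0.33, maternal and oocyte transcripts 1.60, 1.45, 3.53 and -0.14, and early embryo zygotic transcripts 2.11, -0.30, 4.49 (4.15 with genes at the floor set to their bound) and -0.43. Vitellogenins had 1.35, 1.43 (0.41 without the gene at the floor), -1.96 and -0.37. Ribosomal proteins had -0.39, -0.45, -2.30 and 0.34, and the respiratory chain -0.39, -0.28, -0.98 and 0.41. Histones had 0.76, -0.94, 1.45 and 0.33, hedgehog-related and patched-related genes 0.88, 1.07, 2.00 and -0.19, and molting and apical matrix genes 1.00, 0.28, 2.71 and -0.85. Cell cycle genes, added after the first results, had 0.58, 0.34 and 3.63 in the mutants. Cuticle collagens between the WT groups had 0.15. Sperm proteins had fewer than 3 genes tested. Of the 56 tests, 33 were past the threshold in camera with the preset correlation, 44 in fry and 0 in camera with an estimated correlation.

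The paper's RNA-seq values for *rhy-1* are shown beside embryos, so its values in L1 are given here. The log2 fold change was 1.90 in S441L (standard error 0.051, adjusted p = 6.84e-12), 2.37 in P183L (standard error 0.049, adjusted p = 1.57e-13) and 0.87 in P37Stop (standard error 0.38, adjusted p = 0.112), from edgeR's quasi-likelihood test. The P37Stop value rests on replicate 3, at 92.3 CPM against 30.3 and 29.9 CPM in the others, and was 0.13 without it. The log2 fold changes of *elt-3* were -0.18 in P37Stop (adjusted p = 0.246), -0.33 in S441L (adjusted p = 2.51e-05) and -0.89 in P183L (adjusted p = 5.67e-10), from the same test.

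Around *eff-1*, DEGs were fewer than elsewhere in P37Stop, with an odds ratio of 0.65 within 1 Mb (p = 0.0023, 2-sided Fisher's exact test) and 0.829 within 3 Mb. In the S441L libraries, the share of a P183L-like admixture that the maternal transcripts would need was 9.89 to 11.3%, and that for the sheath genes 1.71 to 1.96%.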
